# Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity

**DOI:** 10.1038/s41467-020-18501-w

**Published:** 2020-09-15

**Authors:** Li-Wa Shao, Qi Peng, Mingyue Dong, Kaiyu Gao, Yumei Li, Yi Li, Chuan-Yun Li, Ying Liu

**Keywords:** Cell biology, Molecular biology

## Abstract

The ability to detect, respond and adapt to mitochondrial stress ensures the development and survival of organisms. *Caenorhabditis elegans* responds to mitochondrial stress by activating the mitochondrial unfolded protein response (UPR^mt^) to buffer the mitochondrial folding environment, rewire the metabolic state, and promote innate immunity and lifespan extension. Here we show that HDA-1, the *C. elegans* ortholog of mammalian histone deacetylase (HDAC) is required for mitochondrial stress-mediated activation of UPR^mt^. HDA-1 interacts and coordinates with the genome organizer DVE-1 to induce the transcription of a broad spectrum of UPR^mt^, innate immune response and metabolic reprogramming genes. In rhesus monkey and human tissues, HDAC1/2 transcript levels correlate with the expression of UPR^mt^ genes. Knocking down or pharmacological inhibition of HDAC1/2 disrupts the activation of the UPR^mt^ and the mitochondrial network in mammalian cells. Our results underscore an evolutionarily conserved mechanism of HDAC1/2 in modulating mitochondrial homeostasis and regulating longevity.

## Abstract (web summary)

*Caenorhabditis elegans* responds to mitochondrial stress by activating the mitochondrial unfolded protein response (UPR^mt^). Here the authors show that HDA-1, the *C. elegans* ortholog of mammalian histone deacetylase (HDAC), coordinates with the genome organizer DVE-1 to activate UPR^mt^ and modulate mitochondrial homeostasis.

## Introduction

Mitochondria play essential and pervasive roles in biology. Originating from endosymbiosis of proteobacteria, these organelles not only provide host cells with ATP generated through oxidative phosphorylation, but also participate in numerous biological processes from the regulation of calcium homeostasis to innate immune responses and programmed cell death^1^. The normal function of mitochondria is challenged by intrinsic stimuli and by extrinsic pathogens and xenobiotics^2^. Mitochondrial dysfunction has been extensively linked with aging^3,4^ and numerous diseases such as neurodegenerative disorders^5^. Given the importance of mitochondria, cells employ quality control mechanisms to actively surveil mitochondrial function and initiate protective programs upon mitochondrial damage.

One such quality control mechanism is the mitochondrial unfolded protein response (UPR^mt^), which relays mitochondrial stress signals to the transcription of nuclear-encoded genes that protect mitochondria, such as chaperones and proteases^6–9^. In *C. elegans*, the transcriptional response is mainly governed by two transcription factors, ATFS-1 and DVE-1^7,9–11^. In addition, growing evidence has also suggested that chromatin modifiers act in conjunction with these two transcription factors to modulate UPR^mt^ activation^12–14^.

Eukaryotic chromosomes are packed into three-dimensional higher-order structures. Chromatin modifier proteins induce changes in chromatin architecture and thereby control accessibility of DNA sequences to the transcription machinery. For example, post-translational modifications, such as acetylation, of histones H3 and H4 have been reported to dictate the active or inactive chromatin state and ultimately affect gene expression^15,16^. Histone acetylation states are tightly regulated by two chromatin modifiers with opposing function, histone acetyltransferase (HAT) and histone deacetylase (HDAC)^16^, allowing for the precise control of gene expression. Given that UPR^mt^ requires the activation of a broad spectrum of genes to counteract mitochondrial stress and reset the cellular metabolic state, the biological importance of chromatin modifier proteins in UPR^mt^ warrants further exploration.

Here, we report that histone deacetylase HDA-1 is a key regulator of UPR^mt^ in *C. elegans*. Mechanistically, HDA-1 acts in concert with DVE-1 to promote the transcription of genes involved in the mitochondrial stress response, innate immune response, and metabolism. Moreover, expression profiles in tissues from rhesus monkey and human indicate that transcript levels of primate HDAC1/2 strongly correlate with the expression of UPR^mt^ genes. Collectively, our results highlight the conserved and crucial function of HDAC1/2 in regulating the mitochondrial stress response and its beneficial outcomes.

## Results

### *hda-1* is required for UPR^mt^ activation

To understand the molecular mechanisms that govern activation of UPR^mt^, we carried out a genome-wide RNA interference (RNAi) screen by employing *C. elegans* UPR^mt^ reporter strains such as *hsp-6p::gfp*^2^. Specifically, we fed age-synchronized wild-type worms expressing GFP fluorescent reporters with dsRNA-expressing bacteria and tested the animals for their abilities to activate GFP expression upon mitochondrial perturbation. *hda-1*, one of the HDAC genes, was recovered from this screen^2^. RNAi-mediated knockdown of *hda-1* impaired the activation of the UPR^mt^ reporter *hsp-6p::gfp* that is induced by RNAi of the nuclear-encoded mitochondrial gene *atp-2* (ATP synthase F1 subunit beta) or *cco-1* (cytochrome c oxidase subunit 5B) (Fig. 1a, b). Deficiency of *hda-1* also suppressed the elevation of endogenous transcript levels of *hsp-6* under mitochondrial stress (Fig. 1c). In addition, lack of *hda-1* impaired the activation of another UPR^mt^ reporter, *hsp-60p::gfp*, during mitochondrial perturbation (Fig. 1d). To test if *hda-1* is specifically required for UPR^mt^ activation, or if it actually mediates a more general stress response, we knocked down *hda-1* in the endoplasmic reticulum (ER) stress reporter strain *hsp-4p::gfp* or the heat shock stress reporter strain *hsp-16.2p::gfp*, and challenged the animals with either the ER inhibitor tunicamycin or heat shock treatment. Deficiency of *hda-1* did not affect the activation of ER stress or heat shock stress response (Fig. 1e, f; Supplementary Fig. 1a, b). Collectively, these results indicate that *hda-1* plays a specific role in modulating the mitochondrial stress response.

**Fig. 1:**
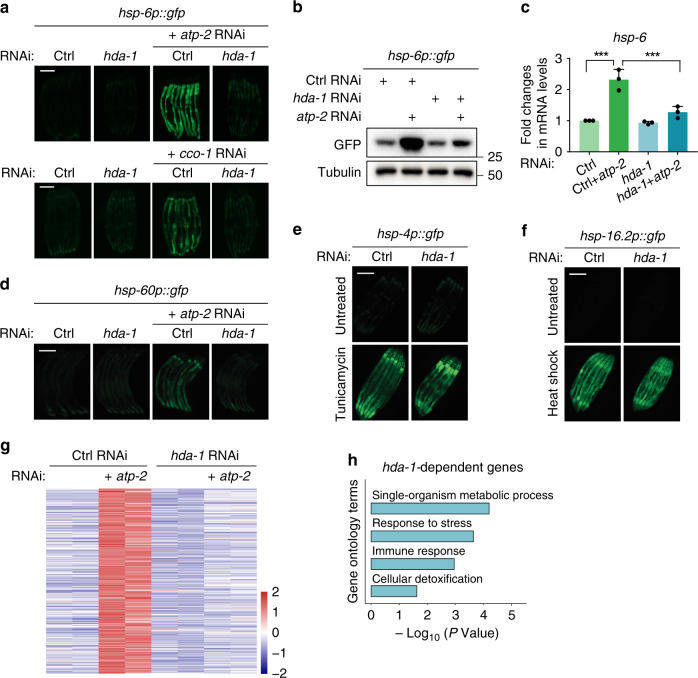
*hda-1* is required for UPR^mt^ activation. **a** Representative fluorescence images of *hsp-6p::gfp* worms. Worms on control (ctrl) or *hda-1* RNAi were untreated or treated with *atp-2* RNAi or *cco-1* RNAi. Scale bar, 200 µm. **b** Immunoblotting of GFP levels in *hsp-6p::gfp* worms. Tubulin serves as a loading control. **c** qRT-PCR measures endogenous transcript levels of *hsp-6* in worms (*n* = 3 independent experiments, *n* ≈ 1000 worms per sample). **d** Representative fluorescence images of *hsp-60p::gfp* worms. Scale bar, 200 µm. **e** Representative fluorescence images of *hsp-4p::gfp* worms. Worms were fed with control or *hda-1* RNAi and untreated or treated with tunicamycin. Scale bar, 200 µm. **f** Representative fluorescence images of *hsp-16.2p::gfp* worms. Worms on control or *hda-1* RNAi were untreated or treated with heat shock. Scale bar, 200 µm. **g** Heat map showing the expression pattern of 283 genes whose expression was upregulated under mitochondrial stress. Genes with an adjusted p value < 0.05 calculated by Cuffdiff were selected as differentially expressed genes. The heat map is scaled by row and colored according to the z-score. Genes with a higher expression level than the mean are colored red; genes with a lower expression level than the mean are colored blue. **h** Gene ontology (GO) term analysis of the 283 *hda-1-*dependent genes, whose expression levels were upregulated during UPR^mt^. Results in (**c**) are shown as mean + SD, and *P* values were calculated by one-way ANOVA and Tukey’s multiple comparisons test (***P < 0.001). In (**h**), *P* values are DAVID modified Fisher exact *P* values, one-sided. Source data are provided as a Source Data file.

HDAC plays an evolutionarily conserved role in removing acetyl moieties from core histones. Based on their structures and functions, HDACs have been grouped into three classes: class I and II HDACs share sequence homology in their catalytic domain^17,18^, while class III HDACs, as exemplified by SIR2 (silent information regulator 2), have a unique feature and require NAD^+^ as a cofactor for catalysis^19–23^. *C. elegans* class I HDACs include *hda-1*, *hda-2*, and *hda-3*, and class II HDACs include *hda-4*, *hda-5*, *hda-6*, *hda-10*, and *hda-11*^24,25^. Considering the high homology between class I and II HDACs, we sought to test if any other HDAC in *C. elegans* plays a similar role to *hda-1* in mediating the mitochondrial stress response. We knocked down individual class I and II HDACs in *C. elegans*, and tested the animals’ ability to induce UPR^mt^ upon mitochondrial perturbation. Interestingly, knockdown of other HDACs failed to suppress *atp-2* RNAi-induced UPR^mt^ (Supplementary Fig. 1c, d), suggesting a specific role of *hda-1* in mediating UPR^mt^.

Next, we generated transgenic strains expressing HDA-1::GFP fusion protein driven by the *hda-1* promoter. Notably, we found that *hda-1* expression was elevated in the nuclei of *C. elegans* intestinal cells under *cco-1* or atp-2 *RNAi* treatment (Supplementary Fig. 1e, f). In addition, overexpression of HDA-1 slightly upregulated the basal level of UPR^mt^ and further elevated the induction of UPR^mt^ under mitochondrial stress conditions (Supplementary Fig. 1g, h).

To further validate the function of *hda-1* in UPR^mt^, we collected total RNAs from wild-type animals or *hda-1*-deficient animals in the presence or absence of mitochondrial perturbation, and performed RNA sequencing (RNA-seq) analysis to characterize *hda-1*-dependent genes during the mitochondrial stress response. 805 genes were significantly upregulated in wild-type animals under *atp-2* RNAi treatment. Among them, 283 genes were significantly less induced in *hda-1*-deficient animals (Fig. 1g; Supplementary Data 1). Gene ontology (GO) functional enrichment analysis revealed that these *hda-1*-dependent genes are enriched in GO Biological Processes such as Metabolic process, Response to stress, Immune response and Cellular detoxification (Fig. 1h and Supplementary Data 2). This further supports a crucial role of *hda-1* in modulating the mitochondrial stress response.

### HDA-1 interacts with DVE-1 to regulate UPRmt

To explore the molecular mechanism by which HDA-1 regulates the mitochondrial stress response, we immunoprecipitated HDA-1 from *C. elegans* expressing HDA-1::GFP using anti-GFP antibody and performed mass spectrometry analysis to search for HDA-1-interacting proteins. Notably, we found that HDA-1 interacts with the homeodomain-containing transcription factor DVE-1, a well-known component of the *C. elegans* UPR^mt^ pathway^7^, under control RNAi or *atp-2* RNAi treatment that perturbs mitochondrial function. Immunoprecipitation experiments on lysates from a transgenic *C. elegans* strain expressing both FLAG-tagged HDA-1 and GFP-tagged DVE-1 further validated the interaction between these two proteins (Fig. 2a).

**Fig. 2:**
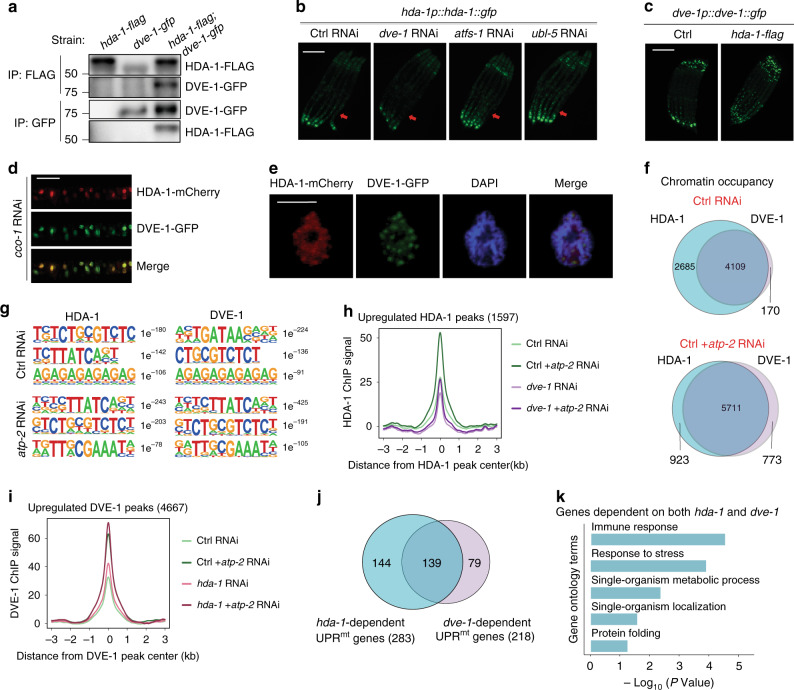
HDA-1 interacts with DVE-1 to regulate UPR^mt^. **a** Immunoprecipitation followed by immunoblotting reveals that HDA-1 interacts with DVE-1 in worms. **b** Representative fluorescence images of *hda-1p::hda-1::gfp* worms. Worms were fed with control, *dve-1*, *atfs-1*, or *ubl-5* RNAi. Images were taken when animals reached young adult stage. Red arrows indicate the posterior region of the intestine where *hda-1p::hda-1::gfp* is induced or suppressed. Scale bar, 200 µm. **c** Representative fluorescence images of *dve-1p::dve-1::gfp* worms, without (control) or with over-expression of *hda-1p::hda-1::flag*. Scale bar, 200 µm. **d**, **e** Representative fluorescence images of *hda-1p::hda-1::mCherry; dve-1p::dve-1::gfp* worms. Worms were fed with *cco-1* RNAi from L1 stage and imaged on day 1 of adulthood. **d** Fluorescence images show the bottom part of the intestine. Scale bar, 50 µm. **e** Fluorescence images reveal the nucleus of an intestinal cell. Scale bar, 5 µm. **f** Venn diagram showing overlap between HDA-1 (blue) and DVE-1 (purple) ChlP peaks in worms fed on control or *atp-2* RNAi. **g** Nucleotide binding motifs of HDA-1 and DVE-1 in the presence or absence of mitochondrial stress. The *P* values of the motifs are also shown. **h** Analysis of HDA-1 ChIP peak signals in control worms or *dve-1* RNAi worms in the presence or absence of *atp-2* RNAi-induced mitochondrial stress. **i** Analysis of DVE-1 ChIP peak signals in control worms or *hda-1* RNAi worms in the presence or absence of *atp-2* RNAi-induced mitochondrial stress. **j** Venn diagram comparing genes upregulated in response to mitochondrial perturbation that are dependent on *hda-1* (blue) or *dve-1* (purple). **k** GO term analysis of UPR^mt^-upregulated genes that are dependent on both *hda-1* and *dve-1*. *P* values are DAVID modified Fisher exact P values, one-sided. Source data are provided as a Source Data file.

To further characterize the relationship between HDA-1 and DVE-1, we examined the expression profile of HDA-1 in *hda-1p::hda-1::gfp* animals. Interestingly, we noticed that the protein level of HDA-1 was dramatically reduced by *dve-1* RNAi (Fig. 2b and Supplementary Fig. 2a). The reduction of HDA-1 protein level under *dve-1*-deficient conditions seems to be mediated by ubiquitin-mediated degradation, because RNAi knockdown of both *ubq-1* and *ubq-2*, the only two ubiquitin-encoding genes in *C. elegans*^26^, abolished the reduction of HDA-1 upon *dve-1* RNAi treatment (Supplementary Fig. 2b). Conversely, knockdown of HDA-1 also reduced the DVE-1 protein level (Supplementary Fig. 2c), while overexpression of HDA-1 elevated the protein level of DVE-1 (Fig. 2c). Furthermore, qPCR analysis of *hda-1* or *dve-1* transcript levels in the presence or absence of the other partner revealed that the transcription of *hda-1* or *dve-1* is not affected by the loss of its partner protein (Supplementary Fig. 2d). Taken together, these results suggest that HDA-1 and DVE-1 may interact and stabilize each other.

Like the human protein SATB1, with which it shares high homology^27^, DVE-1 has been reported to show a ‘cage-like’ distribution that surrounds heterochromatin^12^. Consistent with the interaction between HDA-1 and DVE-1, HDA-1 showed a similar nuclear distribution pattern in the intestinal cells of *C. elegans*, and formed dense structures that colocalized with DVE-1 to surround chromatin regions stained with DAPI (Fig. 2d, e). To further investigate if HDA-1 and DVE-1 regulate the same group of genes, we carried out chromatin immunoprecipitation followed by sequencing (ChIP-seq) to identify candidate genes regulated by HDA-1- or DVE-1 in the presence or absence of mitochondrial stress. 

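Chromatin bound by HDA-1-GFP or DVE-1-GFP was precipitated through the GFP tag from 240000 day 1 adults per sample and sequenced beside its input, the chromatin set aside before precipitation. The 36 libraries were 18 ChIP and 18 input samples from 8 conditions. Each condition had 2 ChIP and 2 input samples, except the HDA-1 conditions with *dve-1* RNAi, which had 3 of each and whose labels belong to a separate set of sequencing runs. Worms were fed control RNAi (empty vector), or *dve-1* RNAi for HDA-1 ChIP and *hda-1* RNAi for DVE-1 ChIP, each with or without *atp-2* RNAi, which lowers a subunit of the mitochondrial ATP synthase. The authors mapped the reads to the ce11 assembly, removed PCR duplicates, called broad peaks with MACS2 and deposited 1 list of peaks for each condition. A list holds the chromosome, start and end of each peak and no score, signal or read count, so neither the depth of a library nor the spread between samples could be taken from it. Peaks were counted as shared when they overlapped by at least 1 bp, and each peak was counted once. Intervals are 95% Wilson confidence intervals over peaks or genes. They cover counting error only, because peaks of one list are not replicate worms, and a test between lists compares these lists rather than the conditions. For DVE-1, 4279 peaks were listed under control RNAi, 6484 under control with *atp-2* RNAi, 6962 under *hda-1* RNAi and 8221 under *hda-1* with *atp-2* RNAi. For HDA-1, 8512 peaks were listed under *dve-1* RNAi and 9862 under *dve-1* with *atp-2* RNAi, with median widths of 733 and 710.5 bp. The median width in the DVE-1 lists was between 1054 and 1301 bp.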

6794 HDA-1-enriched peaks were uncovered by ChIP-seq analysis under normal conditions. Among these peaks, 60.5% (4,109 out of 6,794) were also recovered in DVE-1 ChIP-seq (Fig. 2f), an overlap significantly higher than the expectation (*Monte Carlo* *P* value < 0.0001). 

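The HDA-1 list under control RNAi had a median peak width of 1165 bp, a lower quartile of 604 bp and an upper quartile of 2370 bp. Its peaks covered 13830387 bp, or 13.8% of the 6 nuclear chromosomes. Of these peaks, 1480 were on chromosome X, which is 21.8% of the peaks on a chromosome that makes up 17.7% of the sequence. Under *atp-2* RNAi the HDA-1 list covered 12537091 bp, and its median width was 1067 bp. Between both HDA-1 lists, 5916 of the peaks under control RNAi overlapped a peak under *atp-2* RNAi (87.1%, interval 86.3% to 87.9%). The remaining 878 had no counterpart, and 581 peaks under *atp-2* RNAi overlapped no peak under control RNAi. Among the mitochondrial stress reporters, the 5′ end of *hsp-6* (V:4824124 to 4826760, minus strand) lay in an HDA-1 peak from 4818442 to 4827584 under control RNAi, and the whole gene was covered. The 5′ end of *hsp-60* (III:1619742 to 1625803, plus strand) lay in a peak from 1615884 to 1623370. Such peaks were not limited to these reporters. The 5′ ends of *hsp-4* and *hsp-16.2*, the ER stress and heat shock reporters, also lay in HDA-1 peaks under control RNAi. These ran from II:7349261 to 7353363 and from V:1803821 to 1806513. The paper reports that *hda-1* RNAi left the activation of both unaffected.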

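Under control RNAi, 3854 of the HDA-1 peaks overlapped a DVE-1 peak, a share of 56.7% (interval 55.5% to 57.9%). In the other direction, 3976 of the DVE-1 peaks overlapped an HDA-1 peak (92.9%, interval 92.1% to 93.6%). HDA-1 peaks shared with DVE-1 were wider than the others, with medians of 1681.5 and 712 bp. For the expectation, every HDA-1 peak was placed at random on its own chromosome with its width kept, 10000 times. A mean of 1132 peaks overlapped by chance, and the largest number in any placement was 1251. The observed number was 3.40 times the mean (one-sided Monte Carlo permutation of positions, p = 0.0001, the smallest that 10000 placements can give). When each peak was moved instead to a random transcription start site at the same distance, the ratio was 2.70 (one-sided Monte Carlo permutation, p = 0.000999, the smallest that 1000 placements can give). No library came from worms without a tagged protein. Regions that any ChIP through GFP might list were thus not set apart. The share depended on the overlap required, and was 39.6% when at least 50% of both peaks had to be covered.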

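With *atp-2* RNAi, 5503 of the HDA-1 peaks overlapped a DVE-1 peak, a share of 83.0% (interval 82.0% to 83.8%). This was 26.2 percentage points above the share under control RNAi (two-sided Fisher's exact test over peaks, p = 4.96e-246). The test treats both HDA-1 lists as independent, although 87.1% of the peaks under control RNAi overlapped one under *atp-2* RNAi. The same holds for the other Fisher's exact tests of this share. The share of DVE-1 peaks that overlapped an HDA-1 peak fell over the same comparison, to 84.2% (interval 83.3% to 85.0%). When at least 50% of both peaks had to be covered, that share rose instead, from 62.9% to 66.4%. The overlap was 3.59 times the mean of 1533 peaks in random placements, a higher ratio than under control RNAi, but with peaks moved to random transcription start sites the ratio was 2.66, slightly lower than under control RNAi. Whether the ratios differ between the conditions was not tested. To separate the lists, the HDA-1 list under control RNAi was set against the DVE-1 list under *atp-2* RNAi, which gave a share of 77.1%. The HDA-1 list under *atp-2* RNAi set against the DVE-1 list under control RNAi gave 59.4%. When the longer DVE-1 list under *atp-2* RNAi was reduced at random to the 4279 peaks of the control list, the share was 55.4% on average, a change of -1.32 points from control RNAi (Fisher's exact test at that average, p = 0.126). The HDA-1 list under control RNAi, set against lists reduced in the same way, gave 51.7% on average, a change of -4.99 points with the HDA-1 list unchanged. When the widest peaks of that list were taken instead, as many as in the control list, the rise was 2.97 points (Fisher's exact test, p = 0.000498).

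**Figure D1:**
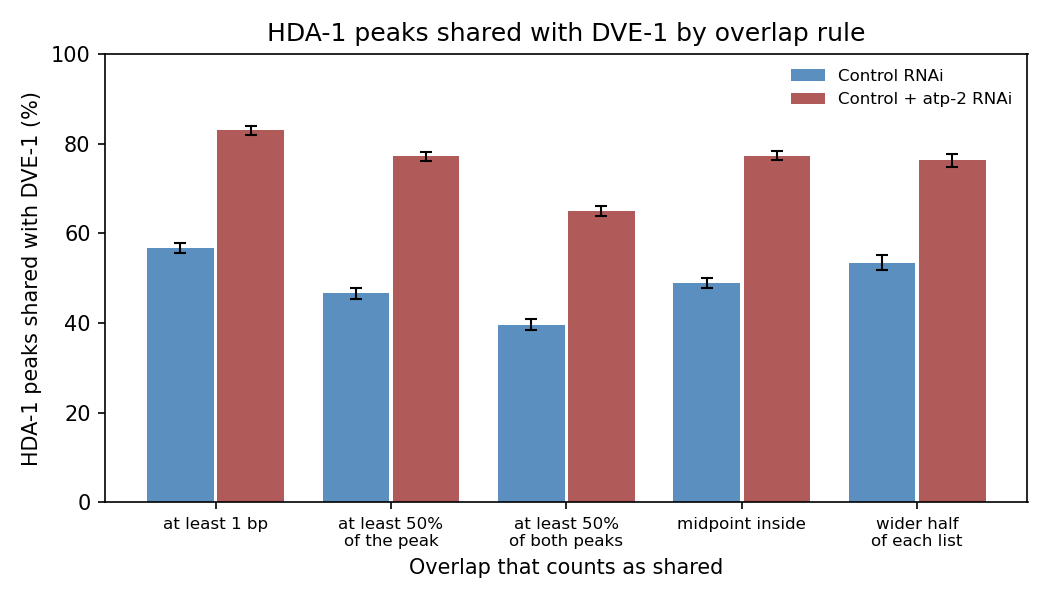
Share of HDA-1 peaks shared with DVE-1, in percent, under 5 rules for what counts as shared, for control RNAi and control with *atp-2* RNAi. Bars are shares of each list and error bars are 95% Wilson confidence intervals. The bars for *atp-2* RNAi stand above those for control RNAi under each rule, from 83.0% against 56.7% with at least 1 bp to 64.9% against 39.6% with at least 50% of both peaks.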

More importantly, after mitochondrial perturbation, the overlap between HDA-1 and DVE-1 occupancies significantly increased to 86.1% (5711 out of 6634) (Fig. 2f). 

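4 consensus words read from the motif logos of Fig. 2g were counted in the HDA-1 and DVE-1 peaks under control RNAi and *atp-2* RNAi, on either strand. Each peak was compared with 1 region outside the peaks that had the same width and chromosome and a GC content within 2 percentage points, and p-values are from two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 16 tests. Each of the 16 pairs of a word and a list was enriched at an adjusted p under 0.05. The word CTGCGTCTC was in 19.2% of HDA-1 peaks under control RNAi and in 5.77% of their background regions, an odds ratio of 3.88 (Fisher's exact test, adjusted p = 1.72e-128). In DVE-1 peaks under control RNAi it was in 20.6%, an odds ratio of 4.18 (exact test, adjusted p = 2.34e-94). The GATA-type word CTTATCA had its largest odds ratio in DVE-1 peaks under *atp-2* RNAi, at 3.03, where 46.1% of peaks and 22.0% of background regions held it. In HDA-1 peaks its odds ratio was 1.87 under control RNAi and 2.25 under *atp-2* RNAi. The repeat AGAGAGAGAG, which the logos show under control RNAi alone, was enriched under *atp-2* RNAi as well, with odds ratios of 3.88 for HDA-1 and 2.78 for DVE-1. TTRCGAAA (R is A or G), shown in the logos under *atp-2* RNAi alone, had odds ratios between 1.57 and 1.68 in the 4 lists. In the central 200 bp of the peaks, the odds ratio of TTRCGAAA in HDA-1 peaks was 1.87 under control RNAi and 2.47 under *atp-2* RNAi.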

Intrigued by the large overlap between HDA-1 and DVE-1 binding loci, we determined the consensus binding motifs of HDA-1 and DVE-1 in the presence or absence of mitochondrial stress (Fig. 2g). 

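Without a choice of words, all sequences of 8 bases (8-mers, both strands joined) were compared between the peaks and the same matched regions. Among the 100 most enriched 8-mers of each protein at an adjusted p under 0.05, 46 were common to HDA-1 and DVE-1 under control RNAi and 48 under *atp-2* RNAi. These numbers did not differ (two-sided Fisher's exact test, p = 0.887), although 8-mers that overlap each other are not independent. Without the limit to the most enriched, 2501 8-mers were enriched in both lists under control RNAi and 2692 under *atp-2* RNAi. Within the central 200 bp of each peak, the lists of the 100 most enriched had 15 and 19 in common, and without that limit 216 8-mers were enriched in both lists under control RNAi and 454 under *atp-2* RNAi. The number enriched in the central part of DVE-1 peaks was 308 under control RNAi and 701 in the longer list under *atp-2* RNAi, and for HDA-1 it was 865 and 915. Among the 50 most enriched, 26 were common under control RNAi and 22 under *atp-2* RNAi, a change in the opposite direction. In peaks that only one of the proteins had, none of the 100 most enriched was common in either condition. Without that limit, 6 8-mers were enriched in both lists under control RNAi and 3 under *atp-2* RNAi. The DVE-1 lists of such peaks had only 8 and 46 enriched 8-mers.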

Interestingly, HDA-1 and DVE-1 shared more binding motifs upon mitochondrial perturbation, which is consistent with the increased overlap of binding peaks under stress condition (Fig. 2f, g). RNA-seq analysis revealed that 284 and 374 genes were coregulated by HDA-1 and DVE-1 under normal conditions or mitochondrial stress (Supplementary Fig. 2e). 

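Supplementary Data 3 lists 1598 HDA-1 peaks raised by *atp-2* RNAi, of which the authors left out 1 because it was overrepresented in input. Each of the 1597 others overlapped an HDA-1 peak under *atp-2* RNAi, and 1017 (63.7%, interval 61.3% to 66.0%) also overlapped an HDA-1 peak under control RNAi. Under *dve-1* RNAi 705 of them were listed (44.1%, interval 41.7% to 46.6%), and under *dve-1* with *atp-2* RNAi 1057 (66.2%, interval 63.8% to 68.5%). The addition of *atp-2* RNAi to *dve-1* RNAi thus brought 367 of these peaks into the list and removed 15 (two-sided exact McNemar test over peaks, p = 6.59e-89). A stricter set is the 581 HDA-1 peaks with no counterpart under control RNAi. Of these, 154 were listed under *dve-1* RNAi (26.5%) and 261 under *dve-1* with *atp-2* RNAi (44.9%, interval 40.9% to 49.0%; exact McNemar test, p = 1.10e-26). Of the HDA-1 peaks present under both control RNAi and *atp-2* RNAi, 85.1% were listed under *dve-1* RNAi and 92.2% under *dve-1* with *atp-2* RNAi, so a rise was not limited to the upregulated and gained peaks. With the lists under *dve-1* RNAi reduced at random to the length of the *atp-2* RNAi list, 45.7% of the peaks of Supplementary Data 3 were listed under *dve-1* with *atp-2* RNAi, against 35.1% under *dve-1* RNAi. These shares count listed peaks, whereas Fig. 2h compares the strength of the ChIP signal, which the lists do not hold. The widest of the gained HDA-1 peaks lay at III:5731246 to 5736456 over B0244.7, B0244.10 and B0244.17. It had no HDA-1 peak under *dve-1* RNAi with or without *atp-2* RNAi, and neither had the third widest, at IV:9499371 to 9502800. The second widest, at IV:4484598 to 4488391 over *trx-3*, went the other way. It was uncovered under *dve-1* RNAi and covered over 1050 of its 3794 bp under *dve-1* with *atp-2* RNAi.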

We further analyzed the ChIP-seq results and found that the binding of HDA-1 to its target loci may depend on DVE-1, as knockdown DVE-1 suppresses the upregulation of HDA-1 peaks (Fig. 2h and Supplementary Data 3). Conversely, knockdown of HDA-1 did not affect the upregulation of DVE-1 peaks (Fig. 2i and Supplementary Data 3). 

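2496 DVE-1 peaks under *atp-2* RNAi overlapped no DVE-1 peak under control RNAi. Of these gained peaks, 2094 were listed under *hda-1* with *atp-2* RNAi, a share of 83.9% (interval 82.4% to 85.3%). Under *hda-1* RNAi without *atp-2* RNAi 1652 were already listed, or 66.2% (interval 64.3% to 68.0%). The addition of *atp-2* RNAi brought in 484 and removed 42 (two-sided exact McNemar test over peaks, p = 2.52e-96). With both lists under *hda-1* RNAi reduced at random to the length of the *atp-2* RNAi list, the shares were 61.7% and 66.4%. Of the DVE-1 peaks under *atp-2* RNAi that overlapped one under control RNAi, 95.9% and 97.2% were listed under *hda-1* RNAi without and with *atp-2* RNAi. Gained DVE-1 peaks had a median width of 675.5 bp, against 1711.5 bp for the DVE-1 peaks present under control RNAi too. The widest gained DVE-1 peak lay at IV:6824109 to 6834930 over H20E11.1, H20E11.2 and H20E11.3. Of its 10822 bp, 4075 were covered under *hda-1* RNAi alone and 4595 under *hda-1* with *atp-2* RNAi. For the second widest, at X:11363778 to 11371323, the covered lengths were 5054 and 5317 of 7546 bp. For the third, at V:9354315 to 9361450, they were 457 and 3266 of 7136 bp. The upregulated DVE-1 peaks of Fig. 2i, chosen by signal, were not analysed here. From the suppressed upregulation of HDA-1 peaks after *dve-1* RNAi (Fig. 2h), the paper proposes that HDA-1 may depend on DVE-1 to bind its target loci.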

Consistent with this result, it has been reported that SATB1, the DVE-1 homolog in higher eukaryotes, provides a docking site to recruit the histone deacetylase HDAC1 onto SATB1 target sequences^28^.

Further analysis of the RNA-seq results indicated that 283 and 218 genes induced under mitochondrial stress conditions in *C. elegans* were dependent on *hda-1* and *dve-1*, respectively (Fig. 2j). 

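Of the 283 genes that Supplementary Data 1 lists as induced by *atp-2* RNAi in an *hda-1*-dependent manner, 279 have a position on a nuclear chromosome in the Ensembl annotation of WBcel235. An HDA-1 peak under *atp-2* RNAi lay within 500 bp of the 5′ end of 170 of them (60.9%, interval 55.1% to 66.5%). Among the 520 other genes that *atp-2* RNAi induced, 274 had one (52.7%). The difference gave an odds ratio of 1.40 (two-sided Fisher's exact test, p = 0.0303, unchanged by Benjamini-Hochberg adjustment over this test and that for DVE-1). With the peaks under control RNAi in place of those under *atp-2* RNAi, 152 of the genes had a peak (54.5%), against 50.4% of the other induced genes, and the difference was not significant (Fisher's exact test, p = 0.299). Of all other protein-coding genes, 30.8% had an HDA-1 peak under *atp-2* RNAi. Of the 11 genes that the paper went on to measure by qPCR, 8 had an HDA-1 peak at the 5′ end under *atp-2* RNAi, and 7 under control RNAi. At *nhr-115* (V:2292540 to 2294800, plus strand) the peak, from 2292349 to 2292777, was listed under *atp-2* RNAi and not under control RNAi.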

Among the 283 stress-activated *hda-1*-dependent genes, 169 genes (59.7%) contain HDA-1 ChIP peaks within ±500 bp of the transcription start site (Supplementary Data 1). In addition, among the 218 stress-activated *dve-1*-dependent genes, 175 genes (80.3%) contain DVE-1 ChIP peaks within ±500 bp of the transcription start site (Supplementary Data 1). 

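A DVE-1 peak under *atp-2* RNAi lay within the same distance of the 5′ end of 178 of the 218 *dve-1*-dependent genes (81.7%, interval 76.0% to 86.2%). Of the 581 other genes induced by *atp-2* RNAi, 299 had one (51.5%), an odds ratio of 4.20 (two-sided Fisher's exact test, p = 1.59e-15). In the DVE-1 list under control RNAi, which is shorter, 99 of the genes had a peak (45.4%), against 31.2% of the other induced genes (Fisher's exact test, p = 0.000239). Of the 11 genes measured by qPCR, 9 had a DVE-1 peak at the 5′ end under *atp-2* RNAi and 6 under control RNAi. *M04C3.2* (V:19445873 to 19448905, minus strand) lay wholly within a DVE-1 peak from 19442779 to 19451993 under *atp-2* RNAi.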

More importantly, 139 genes required both *hda-1* and *dve-1* for induction, accounting for 49.1% of *hda-1*-dependent genes and 63.8% of *dve-1*-dependent genes. These 139 genes that depend on both *hda-1* and *dve-1* were enriched for the GO terms Immune response, Response to stress, Metabolic process and Protein folding (Fig. 2k). We then employed qPCR to validate some of the key genes involved in HDA-1- and DVE-1-dependent regulation. We selected genes associated with some of the most strongly enriched GO terms (Fig. 2k). Knockdown of *hda-1* or *dve-1* significantly suppressed the induction of *cdr-4*, *pgp-1*, *nhr-115*, *M04C3.2* (GO term: Immune response), *dnj-10*, *djr-1.2* (GO term: Stress response), *cyp-33C8*, *ipla-3*, *hmgs-1*, *tars-1* (GO term: Single-organism metabolic process) and *cua-1* (GO term: Single-organism localization) upon mitochondrial stress (Supplementary Fig. 3a). Moreover, a hypomorphic allele of *hda-1* also suppressed the induction of stress response genes (Supplementary Fig. 3b). Taken together, these results suggested a role of HDA-1, in coordination with DVE-1, to activate UPR^mt^ and UPR^mt^-induced innate immune response and metabolic reprogramming.

### HDA-1 is required for UPRmt-mediated innate immunity

Mitochondrial function is greatly challenged by pathogens and xenobiotics that metazoans encounter in their natural habitats^2^. As a surveillance mechanism that defends against natural infection, UPR^mt^ not only initiates mitochondrial protective responses to induce the expression of mitochondrial chaperones and proteases, but also activates innate immune responses. Our finding that HDA-1 regulates genes related to the GO terms Immune response and Metabolic process led us to further examine its critical function in animal fitness during mitochondrial stress. We first employed *irg-1p::gfp* transgenic animals, a reporter strain for pathogen-infected response and an indicator for the induction of innate immune response^29^. The *irg-1p::gfp* reporter worms were challenged with a *Pseudomonas aeruginosa* strain isolated from natural habitats harboring wild *C. elegans* populations, which has been shown to perturb mitochondrial function and induce expression of the UPR^mt^ reporter *hsp-6p::gfp*^2^. In wild-type animals, *irg-1p::gfp* expression was induced upon *Pseudomonas* infection, whereas deficiency of *hda-1* significantly suppressed the induction of *irg-1*, to a similar extent as deficiency of *dve-1* (Fig. 3a; Supplementary Fig. 4a, b). Knockdown of *hda-1* or *dve-1* also suppressed the induction of several other immune response genes upon *P. aeruginosa* infection (Fig. 3b). In addition, deficiency of *hda-1* or *dve-1* reduced the survival rate of worms and promoted the accumulation of *P. aeruginosa* in *C. elegans* when they were exposed to *Pseudomonas* (Fig. 3c-e and Supplementary Fig. 4c, d)^30^. Conversely, overexpression of HDA-1 or DVE-1 promoted animal survival and reduced the accumulation of *P. aeruginosa* upon pathogen infection (Fig. 3f and Supplementary 4 f, e).

**Fig. 3:**
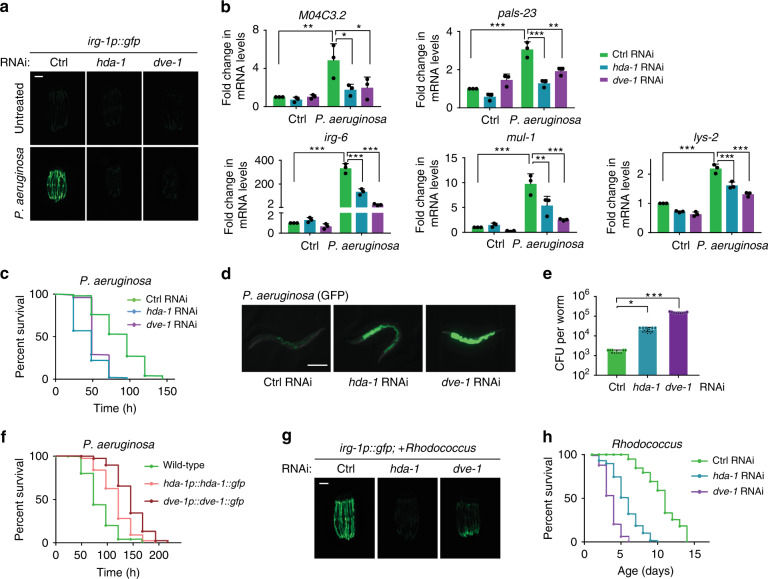
HDA-1 is required for UPR^mt^-mediated innate immunity. **a** Representative fluorescence images of *irg-1p::gfp* worms. Worms on control, *hda-1* or *dve-1* RNAi were untreated or exposed to *P. aeruginosa*. Scale bar, 200 µm. **b** qRT-PCR measurement of the endogenous mRNA levels of immune response genes in wild-type worms raised on control RNAi, *hda-1* RNAi or *dve-1* RNAi and treated with *P. aeruginosa*. (*n* = 3 independent experiments, *n* ≈ 1000 worms per sample). **c** Survival curves of control, *hda-1,* or *dve-1* RNAi worms in the *P. aeruginosa* slow-killing assay. *n* = 50 worms for each condition. **d** Representative fluorescence images showing accumulation of *P. aeruginosa* (GFP) in intestines of worms fed on control, *hda-1* or *dve-1* RNAi. Scale bar, 200 µm. **e** CFU (colony forming units) were quantified for experiments in (**d**). *n* = 30 worms for each sample. **f** Survival curves of wild-type, *hda-1p::hda-1::gfp*, or *dve-1p::dve-1::gfp* worms in the *P. aeruginosa* slow-killing assay. *n* = 50 worms for each sample. **g** Representative fluorescence images of *irg-1p::gfp* worms raised on control, *hda-1* or *dve-1* RNAi and treated with *Rhodococcus*. Scale bar, 200 µm. **h** Survival curves of control, *hda-1*, or *dve-1* RNAi worms in the *Rhodococcus* killing assay. *n* = 55, 60, 59 worms respectively for each sample. Results in (**b**) are shown as mean + SD and results in (**e**) are shown as mean ± SD, *P* values were calculated by one-way ANOVA and Tukey’s multiple comparisons test (*P < 0.05; **P < 0.01; ***P < 0.001). Source data are provided as a Source Data file.

Next, we asked if the function of HDA-1 can be partially mediated by its target genes. We tested whether *hmgs-1*, one of the 139 genes coregulated by HDA-1 and DVE-1, can modulate the innate immune response upon *P. aeruginosa* infection. *hmgs-1* encodes an HMG-CoA synthase, which has been shown to be required for the induction of UPR^mt^ ^2^. Knocking down *hmgs-1* by RNAi reduced the survival rate of worms and promoted the accumulation of *P. aeruginosa* when worms were exposed to this pathogen (Supplementary Fig. 4g, h), similar to the effect observed under *hda-1* RNAi. However, overexpression of *hmgs-1* could not rescue the loss of immunity caused by *hda-1* knockdown (Supplementary Fig. 4i, j), which suggests that expression of this target gene alone is not sufficient to rescue phenotypes caused by *hda-1* deficiency.

Moreover, *hda-1* or *dve-1* RNAi also suppressed the activation of the immune response and reduced the survival rate when the animals were challenged with another mitochondrial insult, a *Rhodococcus* strain isolated from the natural habitat of *C. elegans* (Fig. 3g, h; Supplementary Fig. 4k). Collectively, these results indicate that *hda-1* is required for UPR^mt^-activated innate immune response.

### HDA-1 affects animal aging and age-related pathology

Genes important for mitochondrial function have been recovered from a genome-wide RNAi screen in *C. elegans* for determining worm lifespans^4^. Moreover, perturbations of mitochondrial electron transport in various species have been shown to extend their lifespans^3,31–33^. Since HDA-1 plays a critical role in mitochondrial stress response, we suspected that it may also play a role in mitochondrial stress-induced lifespan extension. Therefore, we examined the lifespans of wild-type or *hda-1*-deficient worms in the presence or absence of mitochondrial perturbation. Interestingly, *hda-1* RNAi greatly reduced the lifespan extension induced by feeding worms with *atp-2* RNAi to inhibit mitochondrial function (Fig. 4a). We noticed that *hda-1* RNAi, in the absence of mitochondrial perturbation, shortened worm lifespan (Fig. 4a). However, a previous study reported that *hda-1* RNAi does not affect *C. elegans* lifespan^34^. We speculated that there may be two reasons for this discrepancy: (1) different IPTG induction times were used for dsRNA expression, which may affect *hda-1* RNAi efficiency (Supplementary Fig. 5a); (2) the previous study used liquid culture to carry out lifespan analysis, whereas we used solid agar. To further dissect the function of *hda-1* in lifespan regulation, we measured the lifespan of worms carrying the *hda-1(e1795)* hypomorphic allele and found that this hypomorphic mutation also shortened worm lifespan (Supplementary Fig. 5b). It should be noted that we also observed a shortened lifespan when *eat-2(ad1116)* mutant animals were fed with *hda-1* RNAi (Supplementary Fig. 5c). *eat-2(ad1116)* mutants had reduced pharyngeal pumping, therefore mimicking the caloric restriction effect and promoting lifespan extension^35^. It has been reported that *eat-2* animals have decreased mitochondrial potentials^36^ and activate the ZIP-2 pathway, which contributes to the improvement of mitochondrial integrity^37^. Therefore, it will be interesting to understand if *hda-1* regulates lifespan through maintenance of mitochondrial integrity, or through a more general mechanism.

**Fig. 4:**
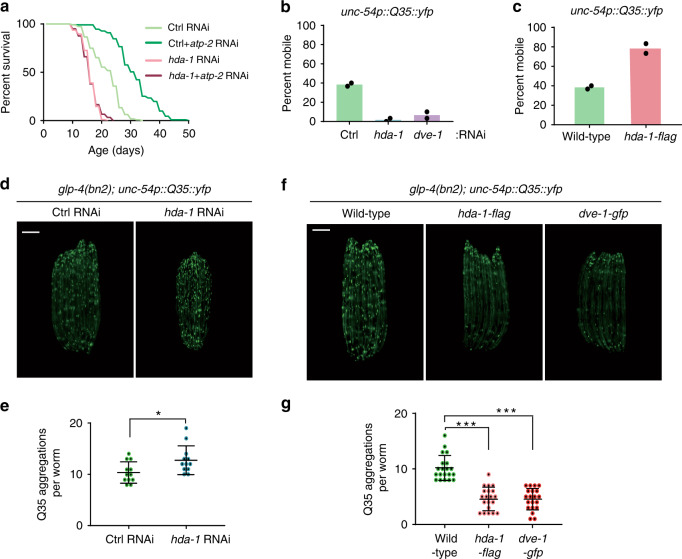
HDA-1 affects animal aging and age-dependent accumulation of protein aggregates. **a** Lifespan analysis of worms raised on the indicated RNAis. *n* = 130 worms per condition. **b** Mobility analysis of *unc-54p::Q35::yfp* worms on control, *hda-1* or *dve-1* RNAi (*n* = 2 independent experiments, 30 worms per condition). **c** Mobility analysis of *unc-54p::Q35::yfp* and *unc-54p::Q35::yfp*; *hda-1p::hda-1::flag* worms on day 8 of adulthood (*n* = 2 independent experiments, 30 worms per condition). **d** Representative fluorescence images of *unc-54p::Q35::yfp* worms fed with control or *hda-1* RNAi. The images were taken on day 5 of adulthood. Scale bar, 200 µm. **e** Quantification of Q35 aggregates in (**d**). The numbers of Q35 aggregates in the body muscles (excluding the head and tail) of each worm were counted. *n* = 12 worms per condition. **f** Representative fluorescence images of *unc-54p::Q35::yfp*, *unc-54p::Q35::yfp; hda-1p::hda-1::flag* or *unc-54p::Q35::yfp; dve-1p::dve-1::gfp* worms on day 5 of adulthood. Scale bar, 200 µm. **g** Quantification of Q35 aggregates in (**f**). The numbers of Q35 aggregates in the body muscles (excluding the head and tail) of each worm were counted. *n* = 20 worms per sample. Results in (**e**, **g**) are shown as mean ± SD. In (**e**), the *P* value was calculated by two-tailed Student’s *t* test (*P < 0.05). In (**g**), *P* values were calculated by one-way ANOVA and Tukey’s multiple comparisons test (***P < 0.001). Source data are provided as a Source Data file.

A progressive decline of responses toward proteostatic stress occurs with aging, leading to the toxic accumulation of protein aggregates, such as proteins containing polyglutamine (polyQ) repeats^38^. In line with the role of HDA-1 in mediating aging responses, knockdown of *hda-1* enhanced polyQ toxicity and greatly impaired animal movement (Fig. 4b). Conversely, overexpression of HDA-1 suppressed polyQ toxicity and improved animal movement (Fig. 4c). In addition, knockdown of *hda-1* increased the number of polyQ aggregates in *C. elegans* muscle cells (Fig. 4d, e), whereas overexpression of *hda-1* or *dve-1* reduced the accumulation of polyQ aggregates in aged animals (Fig. 4f, g). Taken together, these results indicate that HDA-1 plays an important role in mediating the beneficial impact of UPR^mt^ to promote lifespan extension in *C. elegans*. The data also suggest the therapeutic potential of activating HDAC signaling to manage certain age-related diseases, such as neurodegeneration.

### HDA-1 regulates mitochondrial stress response in mammals

The beneficial effect of HDA-1 in modulating *C. elegans* mitochondrial homeostasis encouraged us to examine its physiological relevance in higher eukaryotes. HDAC1 forms homo- or heterodimers together with HDAC2 in various transcription regulator complexes such as NuRD and CoREST to repress or activate gene expression^39,40^. Interestingly, we found that the expression levels of HDAC1/2 strongly correlate with SATB2 (mammalian ortholog of DVE-1), the mitochondrial chaperones HSPA9 and HSPD1, the mitochondrial proteases LONP1 and YME1L1, asparagine synthetase ASNS, and mitochondrial import inner membrane translocase TIMM17A in various human and rhesus monkey tissues (Fig. 5a; Supplementary Fig. 6). Furthermore, consistent with the interaction between HDA-1 and DVE-1 in *C. elegans*, HDAC1 also interacted with SATB2 in mammalian cells (Fig. 5b). Taken together, these results suggest that HDAC1/2 may play an evolutionarily conserved role in regulating mitochondrial homeostasis.

**Fig. 5:**
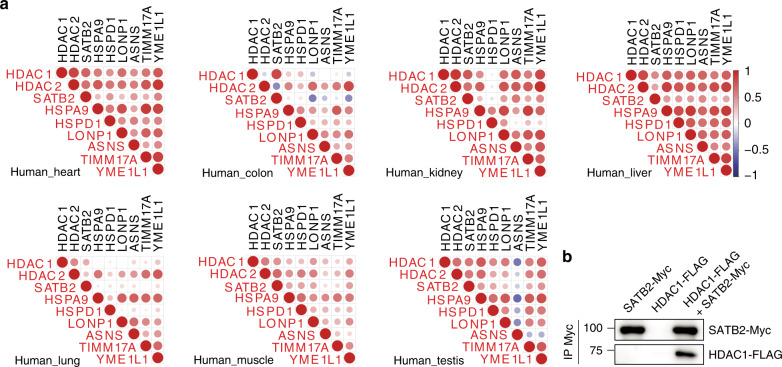
Transcript levels of human HDAC1/2 strongly correlate with the expression of UPR^mt^ genes. **a** Pearson’s correlation of HDAC1, HDAC2, SATB2 and UPR^mt^ mRNA levels in human heart, colon, kidney, liver, lung, muscle, and testis tissues. Red circles indicate positive correlation and blue circles indicate negative correlation. The size of the circle corresponds to the correlation coefficient. **b** Immunoprecipitation followed by immunoblotting shows that HDAC1 interacts with SATB2 in HEK293T cells. Source data are provided as a Source Data file.

To validate the function of HDAC1/2 in mediating UPR^mt^ during mitochondrial stress, we first treated HEK293T cells with sodium butyrate (NaBt), a chemical inhibitor of HDAC (Supplementary Fig. 7a). NaBt administration suppressed the induction of LONP1, HSPA9, YME1L1, and HSPD1 in cells treated with antimycin A, a well-known inhibitor of mitochondrial electron transport chain complex III (Fig. 6a; Supplementary Fig. 7b). However, it is possible that chemical inhibitors may indiscriminately target several HDACs, and the effect may not be specifically due to HDAC1/2 inhibition. To directly validate the role of HDAC1/2 in modulating mitochondrial homeostasis and UPR^mt^ activation, we used siRNA to knock down HDAC1/2 or SATB2 in HeLa cells and stained mitochondria with MitoTracker. Compared to wild-type cells treated with antimycin A, disrupted mitochondrial morphology and higher mitochondrial fusion were observed in HDAC1/2- or SATB2-deficient cells challenged with antimycin A (Fig. 6b and Supplementary Fig. 7c). In addition, the induction of human UPR^mt^ genes such as HSPD1, LONP1, ASNS, and YME1L1 was significantly suppressed in HDAC1/2 or SATB2 knockdown cells challenged with mitochondrial insult (Fig. 6c and Supplementary Fig. 7d). Collectively, these results confirmed an evolutionarily conserved role of HDAC1/2 in mitochondrial surveillance and UPR^mt^ activation.

**Fig. 6:**
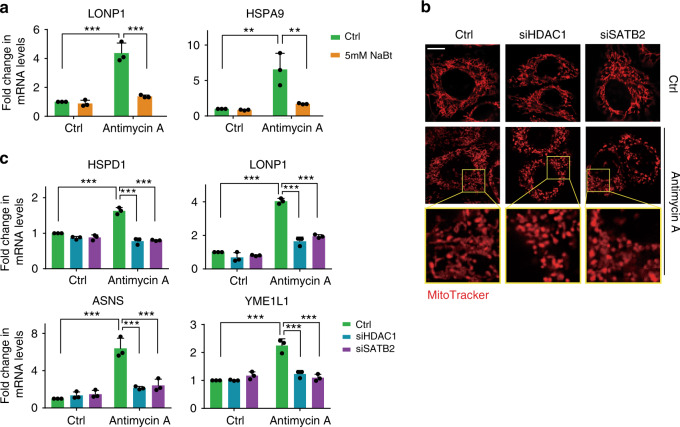
The functions of HDAC1/2 and SATB2 in UPR^mt^ activation are conserved in mammals. **a** qRT-PCR measures mRNA levels of LONP1 and HSPA9 in HEK293T cells cultured under indicated conditions. **b** Representative fluorescence images of HeLa cells cultured under the indicated conditions. Scale bar, 10 µm. **c** qRT-PCR measures mRNA levels of UPR^mt^ genes in HEK293T cells cultured under the indicated conditions. (**a**, **c**) *n* = 3 independent experiments. Results in (**a**, **c**) are shown as mean + SD. *P* values were calculated by two-way ANOVA and Tukey’s multiple comparisons test (**P < 0.01; ***P < 0.001). Source data are provided as a Source Data file.

## Discussion

During mitochondrial stress, a mitochondrion-to-nucleus communication named UPR^mt^ is activated to initiate the transcriptional induction of genes involved in stress and immune responses, as well as those involved in metabolic reprogramming. Epigenetic regulation has emerged as another layer of regulation to relay mitochondrial stress signals to the expression of stress response genes^12–14,41^. Here we report that histone deacetylase HDA-1 coordinates with DVE-1 to activate UPR^mt^ in *C. elegans*. In addition, we provide evidence to show that its mammalian homologs HDAC1/2 play a conserved role to act in conjunction with SATB2 (mammalian ortholog of DVE-1) to mediate mitochondrial homeostasis.

Three-dimensional organization of chromatin architecture is important for regulating gene expression^42–44^. Interestingly, it has been well documented that SATB1 serves as a genome organizer to provide a landing platform for chromatin-remodeling enzymes such as HDAC^27,28,45^. Changes of chromatin organization such as the formation of chromatin loops will bring distant coregulated genes into close proximity and affect the accessibility of genomic loci. For instance, SATB1 has been reported to promote chromatin loop formation in T cells and activate cytokine gene expression^27^. Studies of HDAC1 have revealed that it can form chromatin-remodeling complexes such as NuRD and CoREST to regulate gene expression^39,40^. It will be important to examine the dynamic changes of chromatin architecture and characterize the function of HDA-1 and DVE-1 for rapid transcriptional induction in *C. elegans* upon mitochondrial perturbation. It will also be crucial to understand in the future how mitochondrial stress signals are relayed to HDA-1 activity.

Activation of UPR^mt^ not only upregulates the transcription of mitochondrion-specific chaperones and proteases to buffer the mitochondrial folding environment, but also initiates the transcriptional program to activate or suppress the expression of genes in different metabolic processes. Therefore, removal of the acetyl groups on histones through HDA-1 may indirectly adjust cellular metabolism to compensate for mitochondrial dysfunction by feeding additional acetyl-coA into metabolic reactions. Similarly, it has been shown that glucose or serum deprivation can reduce the levels of acetylated histones H3 and H4 in mammalian cells^46^. It will be of interest in the future to examine if global or specific acetylated histone marks are affected during mitochondrial perturbation.

Moderate mitochondrial stress can initiate a beneficial hormetic stress defense to promote innate immunity and lifespan extension^2,4,38,47,48^, which suggests an intimate link between stress adaptation and the aging process^49^. Interestingly, we found that silencing of *hda-1* suppressed mitochondrial stress-induced immune response and longevity. More importantly, overexpression of *hda-1* delayed age-related accumulation of protein aggregates and polyglutamine toxicity in *C. elegans*. In addition, systematic correlation analysis in rhesus monkey and human strongly points to a conserved function of HDAC1/2 in regulating mitochondrial hormesis in primates. Therefore, future genetic or pharmacological treatments to target this pathway may provide therapeutic potential for the treatment of age-related diseases.

## Methods

### Strains and culture

SJ4100(zcIs13[hsp-6::gfp]), SJ4058(zcIs9[hsp-60p::gfp]), CL2070 (dvIs70[hsp-16.2::gfp]), SJ4005(zcIs4[hsp-4p::gfp]), CB5535(hda-1(e1795)), SJ4197(zcIs39[dve-1p::dve-1::gfp]), AU133(agIs17[irg-1p::gfp]), AM140(rmIs132 [unc-54p::Q35::yfp]), SS104(glp-4(bn2)), and N2 wild-type C. elegans were obtained from the Caenorhabditis Genetics Center.

The following strains were generated in our lab: YSL1(liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]), YSL2(liuls2[hda-1p::hda-1::gfp; odr-1p::dsRed]), YSL3(liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]; zcIs39[dve-1p::dve-1::gfp]), YSL4(zcIs39[dve-1p::dve-1::gfp]; liuEx1[hda-1p::hda-1::mCherry; odr-1p::dsRed]), YSL5(liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]; zcIs13[hsp-6p::gfp]), YSL6(glp-4(bn2); liuls2[hda-1p::hda-1::gfp; odr-1p::dsRed]), YSL7(glp-4(bn2); zcIs39[dve-1p::dve-1::gfp]), YSL8(glp-4(bn2); rmIs132[unc-54p::Q35::yfp]), YSL9(glp-4(bn2); liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]; rmIs132 [unc-54p::Q35::yfp]), YSL10(glp-4(bn2); zcIs39[dve-1p::dve-1::gfp]; rmIs132 [unc-54p::Q35::yfp]), and YSL11(glp-4(bn2); liuEx2[gly-19p::hmgs-1::flag; mec-7p::rfp]).

HEK293T cells and HeLa cells were obtained from ATCC. Cells were cultured in DMEM medium supplemented with 10% (v/v) fetal bovine serum at 37 °C. SATB2 plasmid was constructed by PCR amplification of cDNA from total HEK293T RNA and ligated into the pCDNA3.3 vector. HDAC1 plasmid was a gift from Prof. Jiemin Wong. Plasmids were transfected into cells by Lipofectamine 2000 Reagent.

Primer sequences for plasmid construction are provided in Supplementary Table 1.

### RNA interference

Most RNAi clones were obtained from the Ahringer library, whereas *hda-3* and *hda-5* RNAi clones were generated by PCR amplification of worm cDNA and ligated into L4440 vector. The clones were then transformed into HT115 competent cells. RNAi clones were grown in LB at 37 °C overnight. 20X concentrated bacterial culture solution was seeded on to worm plates with 1.2 mg/ml IPTG. Dried plates were kept at room temperature overnight to allow IPTG induction of double-stranded RNA (dsRNA) expression. Synchronized L1 worms were raised on RNAi plates at 20 °C. For double RNAi experiments, mixed bacterial culture solutions were seeded onto RNAi plates, or the second RNAi bacterial culture solution was seeded 30 h after worms were cultured on the first RNAi clones.

For siRNA knockdown in mammalian cells, 50 pmol of siRNA was transfected into a 6-well plate by Lipofectamine RNAi MAX Reagent.

### Induction of UPR^mt^

For induction of UPR^mt^ by RNAi, synchronized L1 worms raised on *atp-2* or *cco-1* RNAi were imaged when they reached adulthood. For double RNAi experiments, 20X concentrated *atp-2* or *cco-1* RNAi bacterial culture (pre-induced by 0.2 mg/ml IPTG) was seeded 30 h after worms were cultured on the first RNAi. After another 30 h, worms were imaged.

For induction of UPR^mt^ by antimycin A in cells, HEK293T cells with 80% confluency were treated with 20 µg/ml antimycin A (Sigma #A8674) for 21 h.

### Induction of UPR^ER^ and HSR

For induction of UPR^ER^ by tunicamycin, synchronized L1 worms were raised on 6 cm RNAi plates for 43 h. 300 µl M9 buffer containing 18 µg tunicamycin was then spread across the entire surface of the plate. Induction of UPR^ER^ was examined after 12 h.

To induce the heat shock response (HSR), synchronized L1 worms were raised on 6 cm RNAi plates for 34 h, cultured at 37 °C for 1 h and then transferred to 20 °C for another 21 h before examining the induction of HSR.

### Induction of innate immune response

For induction of the innate immune response by pathogens, synchronized L1 worms were raised for 24 h on worm plates before exposure to *P. aeruginosa* or *Rhodococcus*. Worms were imaged on day 2 of adulthood.

### Sodium butyrate treatment

Cells were treated with 5 mM sodium butyrate (Sigma #303410) for 24 h. For sodium butyrate and Antimycin A double treatment, Antimycin A was added into the cell culture medium 3 h after sodium butyrate treatment.

### Microscopy

Worms were picked into 100 mM NaN_3_ droplets on 2% agarose pads and imaged by a Zeiss Imager M2 microscope. Nuclear localization of worms was imaged by a Zeiss LSM880 microscope. Mitochondrial morphology of HeLa cells was imaged by a PerkinElmer Operetta CLS™. Comparable images were captured with the same exposure time and magnification. GFP fluorescence was quantified by ImageJ. For imaging mitochondria, HeLa cells were treated with 50 µg/ml antimycin A (Sigma #A8674) for 4 h and then stained with MitoTracker (Invitrogen #M7512).

### RNA isolation and real-time PCR

Synchronized late L4 worms or HEK293T cells were collected and resuspended with trizol reagent (Cwbiol #cw0580A). Worm samples were frozen and homogenized three times in liquid nitrogen. Total RNA was isolated by chloroform extraction, precipitated with isopropanol, then washed with 75% (v/v) ethanol. cDNA was synthesized with reverse transcription kits (Transgen #AT311). Quantitative PCR was carried out using SYBR Green PCR Master Mix (Bio-Rad #1725121). For quantification, *C. elegans* transcripts were normalized to *rpl-32*, and transcripts from HEK293T cells were normalized to ACTB. Primer sequences for quantitative RT-PCR are provided in Supplementary Table 2.

### Immunoblotting

Worms or cells were resuspended with SDS loading buffer (100 mM Tris-HCl pH 6.8, 4% SDS, 20% glycerol, 10% β-mercaptoethanol, 0.004% bromophenol blue) and boiled at 95 °C for 10 min. Samples were separated by SDS-PAGE and transferred onto a PVDF membrane (Bio-Rad). After blockeding with 5% milk-TBST, the membrane was probed with the designated primary antibodies and secondary antibodies. Primary antibodies used in this study: anti-GFP (Sungene #KM8009, 1:1000 dilution), anti-tubulin (Abcam #ab6161, 1:1000 dilution), anti-Myc (CST #2276, 1:1000 dilution), anti-FLAG (Sigma #F7425, 1:2000 dilution) and anti-Acetylated-Lysine (CST #9441, 1:1000 dilution). Membranes were developed with the enhanced chemiluminescence method (Thermo) and visualized using the Tanon 5200 chemical luminescence imaging system.

### Immunoprecipitation

For worm samples, 30,000 young adult worms with the indicated genotype were washed off by M9 buffer and resuspended in 3 ml lysis buffer (50 mM tris-HCl pH 8.0, 137 mM NaCl, 1% Triton X-100, 1 mM EDTA, 10% glycerol, proteinase inhibitor). Samples were homogenized with a glass homogenizer and sonicated. For HEK293T cells, cells in one 10 cm dish with 90% confluence were washed with 1X PBS buffer, then resuspended in 1 ml lysis buffer and sat on ice for 30 min. The worm or cell lysate was centrifuged at 20,000 × *g* for 15 min. The supernatant was then transferred into a new tube and rotated at 4 °C overnight in the presence of the designated antibody anti-GFP antibody (Abcam #ab290, 1 µl per sample), anti-FLAG magnetic beads (Sigma #M8823, 40 µl per sample), anti-Myc magnetic beads (Bimake #B26302, 20 µl per sample). For anti-GFP immunoprecipitation, protein G beads (Invitrogen #10004D, 40 µl per sample) were subsequently added to each sample and rotated at 4 °C for additional 2 h. After binding, the beads were washed three times with lysis buffer and boiled in 50 µl 2X SDS Laemmli buffer (4% SDS, 20% glycerol, 10% 2-mercaptoethanol, 0.02% bromophenol blue, 0.125 M Tri-HCL, pH 6.8) at 95 °C for 10 min.

### Lifespan measurement

Synchronized L1 worms were raised on fresh plates seeded with the indicated bacteria. After reaching adulthood, worms were transferred to fresh plates every 2 days and monitored for survival. A worm that did not respond to three gentle touches on the head and displayed no pharyngeal pumping was considered dead. Those that died due to internal hatching, ruptured vulvae, or crawling off the agar were removed.

### *P. aeruginosa* slow-killing assay

*P. aeruginosa* was cultured overnight in LB containing 50 µg/ml kanamycin at 37 °C. To prepare *P. aeruginosa* plates, 10 µl *P. aeruginosa* was seeded onto 3.5 cm slow-killing agar plates^50^ and spread slightly to a small circle using a sterile L spreader. Plates were air-dried, incubated at 37 °C for 24 h and then incubated at room temperature for another 24 h. Synchronized L1 *glp-4(bn2*) worms were first raised on RNAi plates at 20 °C for 49 h, then 50 worms were randomly picked onto *P. aeruginosa* plates and cultured at 25 °C. To score survival rate of N2 wild-type worms, 5-fluoro-2′-deoxyuridine (FUdR) (100 µg/ml) was added in the *P. aeruginosa* plates. Living worms were counted every 24 h. Those crawling off the agar were removed.

### *Rhodococcus* survival assay

*Rhodococcus* was cultured overnight in LB at 25 °C. A 30X concentrated solution of bacteria was seeded on to 6 cm slow-killing agar plates. Synchronized L1 *glp-4(bn2*) worms were first raised on RNAi plates at 20 °C for 49 h, then about 50 worms were randomly picked onto dried *Rhodococcus* plates and cultured at 25 °C. Living worms were counted every 24 h. Those crawling off the agar were removed.

### *P. aeruginosa* intestinal accumulation assay

The *Pseudomonas aeruginosa* strain PA01 with *pMF230* (Addgene_62546), which expresses GFP, was provided by Dr. Huanqin Dai. To prepare PA01(GFP) plates, overnight cultures of PA01(GFP) were spread across the entire surface of the slow-killing plates. Plates were air-dried, incubated at 37 °C for 24 h and then incubated at room temperature for 24 h. Synchronized worms fed with RNAi at 20 °C for 53 h were washed twice in M9 buffer and transferred onto PA01(GFP) plates. Worms were imaged after another 45 h.

### Quantification of PA01(GFP) colony-forming units (CFU)

Worms were exposed to PA01(GFP) in the same conditions as in the *P. aeruginosa* intestinal accumulation assay. After a defined period, worms were washed three times in M9 buffer and rotated for 1 h in M9 buffer containing kanamycin (1 mg/ml). After three additional washes with M9 buffer, 30 worms were picked into 100 µl M9 buffer in a 1.5 ml tube and grinded with a motorized pestle. Lysates were serially diluted, and 5 µl lysate solution was plated on LB plates containing carbenicillin (50 µg/ml). After overnight incubation at 37 °C, colonies with GFP fluorescence were counted.

### Mobility assay

On day 8 of adulthood, worms with Q35 polyglutamine expression were touched two times on the head and tail. Animals which could move and change their physical position were counted. Worms were randomly selected and tested under each condition.

### ChIP and ChIP-seq data analysis

For each ChIP sample, 240,000 worms with HDA-1-GFP or DVE-1-GFP overexpression were harvested. After cross-linking with 2% formaldehyde for 40 min and washing 3 times by cold PBS, worm pellets were resuspended in FA buffer (50 mM HEPES/KOH pH 7.5, 1 mM EDTA pH 8.0, 1% Triton-X-100, 0.1% sodium deoxycholate) with 150 mM NaCl and proteinase inhibitor, then homogenized, and sonicated. Next, the samples were centrifuged at 20,000 × *g* for 20 min at 4 °C. After dilution with FA buffer (containing 150 mM NaCl), 1% (V/V) supernatant was kept as the Input, and the rest was incubated with GFP-Trap agarose (ChromoTek #gta-20, 50 µl per sample) at 4 °C for 20 h. Then the GFP-Trap agarose was washed twice with 150 mM NaCl FA buffer, once with 1 M NaCl FA buffer, twice with 500 mM NaCl FA buffer, once with LiCl buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 1% NP40, 1% sodium deoxycholate, 250 mM LiCl) and three times with TE buffer. The bound fraction was eluted from the agarose by TE buffer (containing 1% SDS, 250 mM NaCl) and the elute was decross-linked together with the Input overnight at 65 °C. The samples were then digested by protease K for 2 h at 55 °C^51^. DNA was extracted with a ChIP DNA Clean & Concentrator kit (Zymo Research #D5201) and DNA libraries were prepared using an NEB kit (NEB # E7370). For ChIP-seq data analysis, adaptor sequences were filtered out of reads using an in-house script, then Trim Galore was used to do the quality control with the following parameters: -q 20 --fastqc --illumina --stringency 6 -e 0 --length 50 --trim-n --paired. Processed reads were mapped to the *C. elegans* genome (ce11) using BWA (version 0.7.13-r1126)^52^ with default parameters. Only uniquely mapping reads that were properly paired with mapping quality ≥20 and mismatches <8 were retained. PCR duplicates were removed by Picard (version 2.17.6) (http://broadinstitute.github.io/picard). MACS2 (version 2.1.1)^53^ was used to obtain peak regions with the following parameters: -g ce -f BAMPE --broad --SPMR. ChIP-seq signals were calculated using deepTools (version 2.4.2)^54^ by normalizing the read coverage to 10 million reads then subtracting input coverage from the ChIP samples to get the final ChIP-seq signals. Overlaps between peaks were determined by the BEDTools (version 2.27.1)^55^ intersect command. Motif analysis was performed by HOMER (version 4.10-0)^56^ with the following parameters: ce11 -gc -size given. Bwtool^57^ was used for peak signal comparison between groups.

### mRNA-seq sample preparation and data analysis

For worm samples, about 1000 synchronized L1 worms were fed with control, *hda-1* RNAi or *dve-1* RNAi for 24 h, followed by *atp-2* RNAi for 48 h. Worms were washed and resuspended with trizol reagent for total RNA isolation.

Reads were aligned to the *C. elegans* genome (ce11) using TopHat2 (version 2.1.1)^58^ with the following parameters: --read-mismatches 6 --read-edit-dist 6 --min-anchor 8 --segment-length 26. Uniquely mapping reads were used for further analysis. Gene expression levels and differentially expressed genes were generated by Cufflinks (version 2.2.1)^59^. GO term enrichment analysis was performed by DAVID^60,61^ using GOTERM_BP_2 category.

### Expression correlation analyses

Correlation analysis of the expression levels of HDAC1, HDAC2, SATB2 and UPR^mt^ genes in different human tissues was performed using data from GTEx (GTEx v7 All Tissues RNA-Seq, https://www.gtexportal.org/home/datasets). Correlation analysis of the expression levels of HDAC1, HDAC2, SATB2, and UPR^mt^ genes in different rhesus monkey tissues was performed using data from RhesusBase^62^ (http://rhesusbase.cbi.pku.edu.cn/download/download.jsp). In each tissue, the Pearson’s correlation for each pair of genes was calculated using the gene expression levels among all samples in human or rhesus macaque stated above.

### Statistics and reproducibility

Statistical analyses were performed with GraphPad Prism 5.0. Results were expressed as mean ± SD or mean + SD. ANOVA and Tukey’s multiple comparisons test or Student’s *t* test was used to calculate the *P* values. For details of the particular statistical analyses employed, precise *P* values and statistical significance for all graphs, see figure legends. Experiments yielding quantitative data for statistical analysis were performed independently at least twice, all with similar results. Micrographs and immunoblotting images shown in the figures are representative of three independent experiments, all with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Sequencing data reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession codes GSE141041 (RNA-seq of worms), GSE141042 (ChIP-seq of worms). Gene expression levels in different human tissues were obtained from https://www.gtexportal.org/home/datasets. Gene expression levels in different rhesus monkey tissues were obtained from http://rhesusbase.cbi.pku.edu.cn/download/download.jsp. The source data underlying Figs. 1b, c, 2a, 3b, c, e, f, h, 4a–c, e, g, 5a, b, 6a, c and Supplementary Figs. 1a, b, d, f, h, 2a, c, d, 3a, b, 4a–c, e–g, j, 5a–c, 6, 7a, b, d are provided as a Source data file. Other data supporting the findings of this study are available within the paper and the Supplementary Information files, or available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity
**Source:** Nat Commun. 2020 Sep 15;11:4639. doi: 10.1038/s41467-020-18501-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity**

Shao L., Peng Q. et al.

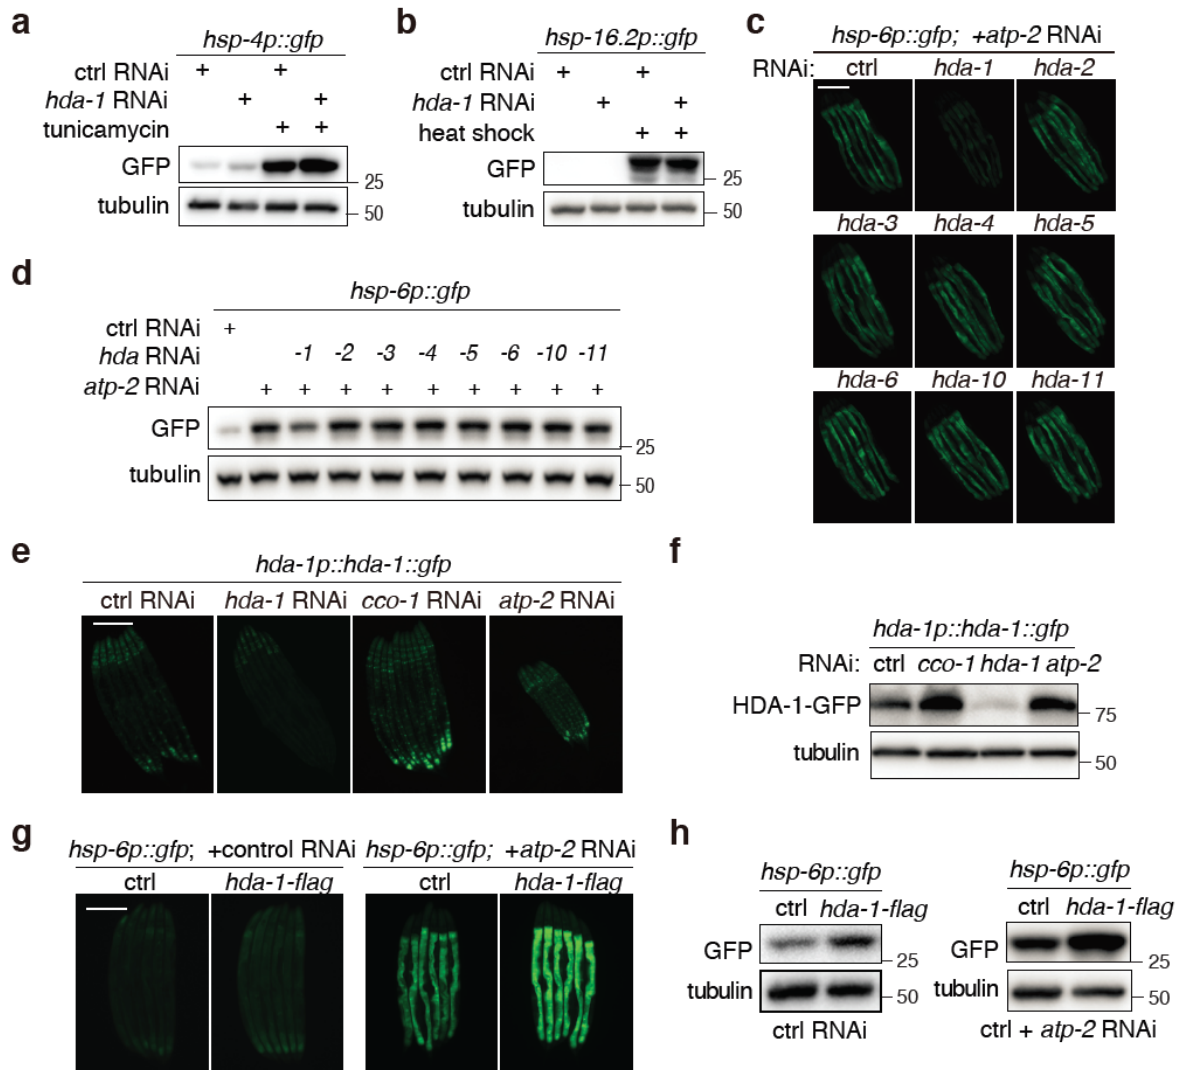

### Supplementary Figure 1. HDA-1 is specifically required for UPR<sup>mt</sup> activation.

**a** Immunoblotting reveals the GFP expression level in *hsp-4p::gfp* worms fed on control or *hda-1* RNAi, and left untreated or treated with tunicamycin. Tubulin serves as a loading control. **b** Immunoblotting reveals the GFP expression level in *hsp-16.2p::gfp* worms fed on control or *hda-1* RNAi, and left untreated or heat-shocked. Tubulin serves as a loading control. **c, d** Representative fluorescence images (c) and immunoblot analysis (d) of the GFP expression level in *hsp-6p::gfp* worms fed on the indicated *hda* RNAi and treated further with *atp-2* RNAi. Tubulin serves as a loading control. Scale bar, 200  $\mu$ m. **e, f** Representative fluorescence images (e) and immunoblot analysis (f) of the HDA-1-GFP expression level in *hda-1p::hda-1::gfp* worms fed with control, *hda-1*, *cco-1* or *atp-2* RNAi. Tubulin serves as a loading control. Scale bar, 200  $\mu$ m. **g, h** Representative fluorescence images (g) and immunoblot analysis (h) of the GFP expression level in *hsp-6p::gfp* worms or *hda-1p::hda-1::flag; hsp-6p::gfp* worms fed with control or *atp-2* RNAi. Tubulin serves as a loading control. Scale bar, 200  $\mu$ m. Source data are provided as a Source Data file.

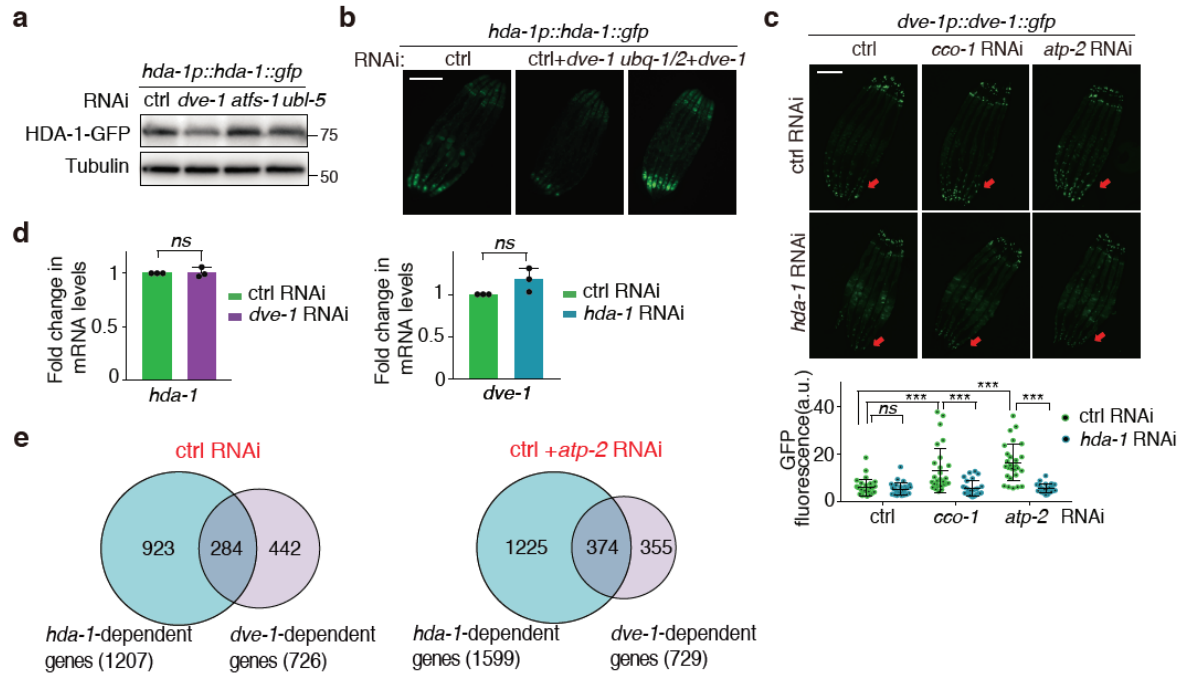

## Supplementary Figure 2. HDA-1 and DVE-1 stabilize each other.

**a** Immunoblotting reveals the GFP expression level in *hda-1p::hda-1::gfp* worms fed on control, *dve-1*, *atfs-1* or *ubl-5* RNAi. Tubulin serves as a loading control. **b** Representative fluorescence images of *hda-1p::hda-1::gfp* worms fed with control RNAi, control+*dve-1* RNAi (1:5 mix) or *ubq-1/2*+*dve-1* RNAi (1:5 mix). Scale bar, 200  $\mu$ m. **c** Representative fluorescence images of *dve-1p::dve-1::gfp* worms fed with the indicated RNAi. Scale bar, 200  $\mu$ m. GFP fluorescence was quantified (lower panel). Red arrows indicate the posterior region of the intestine where *dve-1p::dve-1::gfp* is induced or suppressed.  $n \approx 30$  cells in the posterior region of the intestine per condition. **d** qRT-PCR measurement of the endogenous mRNA levels of the *hda-1* or *dve-1* genes in wild-type worms raised on control RNAi or *dve-1* RNAi, or control RNAi or *hda-1* RNAi ( $n=3$  independent experiments,  $N \approx 1,000$  worms per sample). **e** Venn diagrams comparing *hda-1* (blue) or *dve-1* (purple)-dependent genes in the presence or absence of mitochondrial perturbation. Results in (c) are shown as mean  $\pm$  SD. P values were calculated by one-way ANOVA and Tukey's multiple comparisons test (ns, no significance; \*\*\* $P < 0.001$ ). Results in (d) are shown as mean  $\pm$  SD, two-tailed Student's t-test (ns, no significance). Source data are provided as a Source Data file.

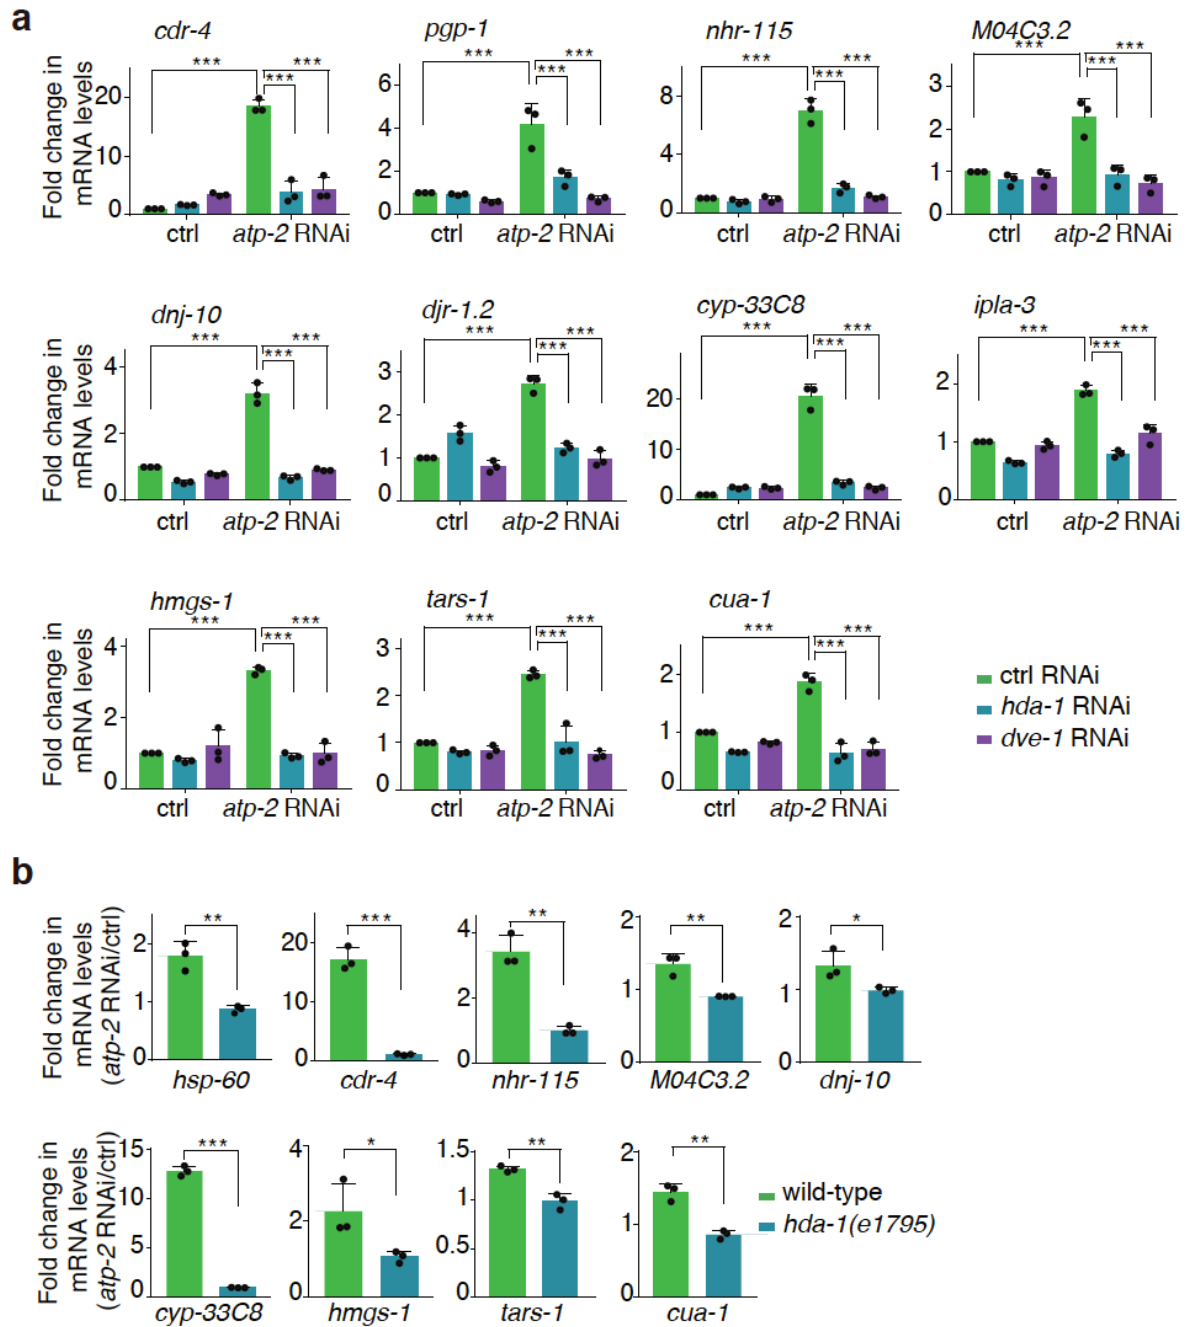

**Supplementary Figure 3. The upregulated expression of genes identified in RNA-seq analysis depends on HDA-1 and DVE-1.**

**a** qRT-PCR measurement of the endogenous mRNA levels of the indicated genes in wild-type worms raised on control RNAi, *hda-1* RNAi or *dve-1* RNAi, and untreated or treated with *atp-2* RNAi. **b** qRT-PCR measurement of the endogenous mRNA levels of the indicated genes in wild-type worms or *hda-1(e1795)* mutants. (a, b)  $n=3$  independent experiments,  $N \approx 1,000$  worms per sample. Results in (a, b) are shown as mean  $\pm$  SD. In (a), P values were calculated by one-way ANOVA and Tukey's multiple comparisons test ( $***P < 0.001$ ). In (b), P values were calculated by two-tailed Student's t-test ( $*P < 0.05$ ;  $**P < 0.01$ ;  $***P < 0.001$ ). Source data are provided as a Source Data file.

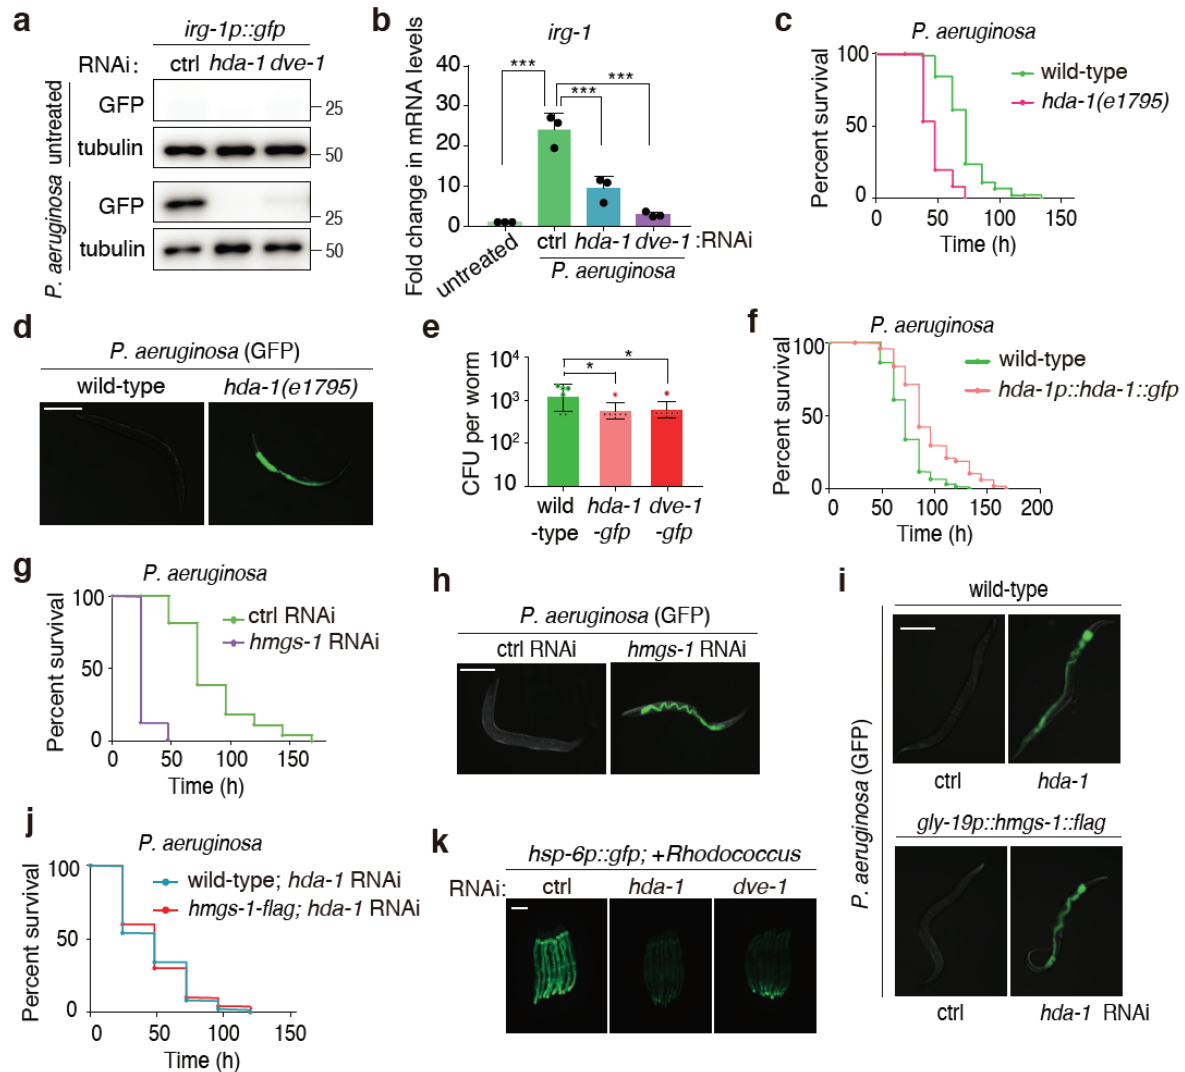

### Supplementary Figure 4. HDA-1 and DVE-1 mediate UPR<sup>mt</sup>-induced innate immune response.

**a** Immunoblotting of the GFP level in *irg-1p::gfp* worms raised on control, *hda-1* or *dve-1* RNAi and untreated or treated with *P. aeruginosa*. **b** qRT-PCR measures the endogenous *irg-1* mRNA level in wild-type worms raised on control RNAi, *hda-1* RNAi or *dve-1* RNAi and treated with *P. aeruginosa* (n=3 independent experiments, N  $\approx$  1,000 worms per sample). **c** Survival curves of wild-type or *hda-1(e1795)* mutant worms in the *P. aeruginosa* slow-killing assay. n=65 worms per sample. **d** Representative fluorescence images showing accumulation of *P. aeruginosa* (GFP) in intestines of wild-type or *hda-1(e1795)* mutant worms. Scale bar, 200  $\mu$ m. **e** CFU (colony forming units) were quantified for *P. aeruginosa* in intestines of wild-type worms, or *hda-1* or *dve-1* overexpression worms. n=30 worms per sample. **f** Survival curves of wild-type worms or *hda-1* overexpression worms in the *P. aeruginosa* slow-killing assay. n=60 worms per sample. **g** Survival curves of wild-type worms treated with control or *hmgs-1* RNAi in the *P. aeruginosa* slow-killing assay. n=55 worms per sample. **h** Representative fluorescence images showing accumulation of *P. aeruginosa* (GFP) in intestines of wild-type worms fed with control or *hmgs-1* RNAi. Scale bar, 200  $\mu$ m. **i** Representative fluorescence images showing accumulation of *P. aeruginosa* (GFP) in intestines of wild-type or *gly-*

*19p::hmgs-1::flag* worms fed with control or *hda-1* RNAi. Scale bar, 200  $\mu$ m. **j** Survival curves of wild-type or *gly-19p::hmgs-1::flag* worms in the *P. aeruginosa* slow-killing assay. n=50 worms per condition. **k** Representative fluorescence images of *hsp-6p::gfp* worms raised on control, *hda-1* or *dve-1* RNAi and treated with *Rhodococcus*. Scale bar, 200  $\mu$ m. Results in (b) are shown as mean +SD. Results in (e) are shown as mean  $\pm$ SD. P values were calculated by one-way ANOVA and Tukey's multiple comparisons test (\*P < 0.05; \*\*\*P < 0.001). Source data are provided as a Source Data file.

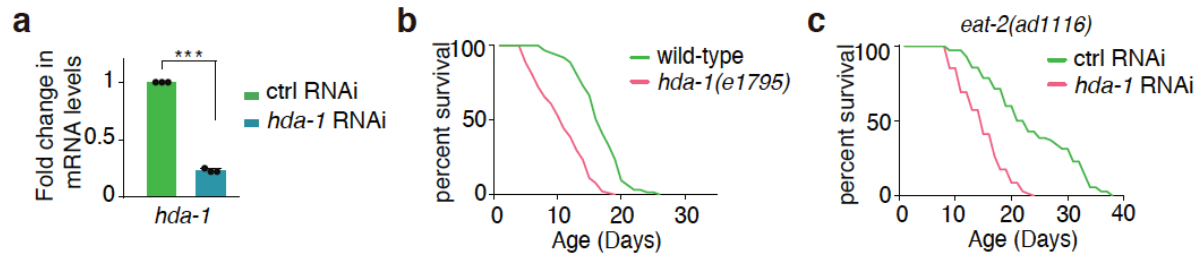

**Supplementary Figure 5. Lack of HDA-1 shortens worm lifespan.**

**a** qRT-PCR measurement of the endogenous *hda-1* mRNA level in wild-type worms raised on control RNAi or *hda-1* RNAi (n=3 independent experiments, N ≈ 1,000 worms per sample). **b** Lifespan analysis of wild-type worms or *hda-1(e1795)* mutant worms. n=110 and 100 worms respectively. **c** Lifespan analysis of *eat-2* mutant worms fed with control or *hda-1* RNAi. n=120 worms for each condition. Results in (a) are shown as mean ± SD, two-tailed Student's t-test (\*\*P < 0.001). Source data are provided as a Source Data file.

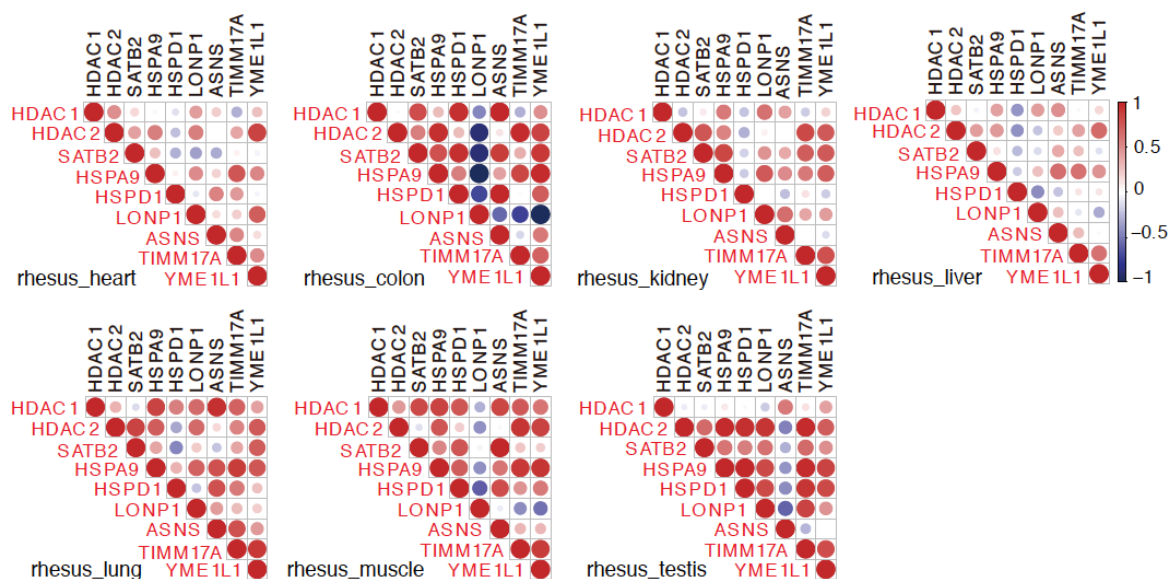

**Supplementary Figure 6. Transcript levels of rhesus monkey HDAC1/2 strongly correlate with the expression of UPR<sup>mt</sup> genes.**

Pearson's correlation of HDAC1, HDAC2, SATB2 and UPR<sup>mt</sup> mRNA levels in rhesus heart, colon, kidney, liver, lung, muscle and testis tissues. Red circles indicate positive correlation and blue circles indicate negative correlation. The size of the circle corresponds to the correlation coefficient. Source data are provided as a Source Data file.

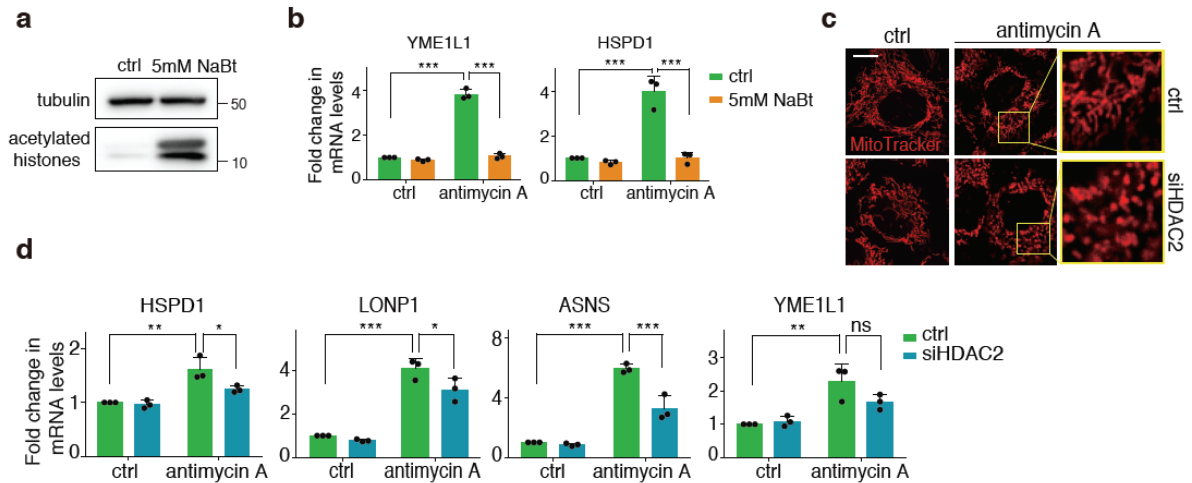

**Supplementary Figure 7. The functions of HDAC1/2 and SATB2 in UPR<sup>mt</sup> activation are conserved in mammals.**

**a** Immunoblotting of acetylated histones in HEK293T cells treated with or without NaBt. Tubulin serves as a loading control. **b** qRT-PCR measures endogenous mRNA levels of YME1L1 and HSPD1 in HEK293T cells cultured with or without NaBt, and followed by Antimycin A treatment. **c** Representative fluorescence images of HeLa cells cultured under the indicated conditions and stained with MitoTracker. Scale bar, 10  $\mu$ m. **d** qRT-PCR measures endogenous mRNA levels of UPR<sup>mt</sup> genes in HEK293T cells with or without siHDAC2, and followed by Antimycin A treatment. (b, d) n=3 independent experiments. Results in (b, d) are shown as mean +SD. P values were calculated by two-way ANOVA and Tukey's multiple comparisons test (\*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001, ns, not significant). Source data are provided as a Source Data file.

**Supplementary Table 1: Primer Sequences used for plasmid construction**

|                        | <b>Primer Sequence (5' – 3')</b> |
|------------------------|----------------------------------|
| <i>hda-1</i> promoter  | CGACCATAGTTGATTACCTACAAAATAA     |
|                        | GTTTGATGGTCGCAGTAGACTGA          |
| <i>gly-19</i> promoter | TTTTTTTCAGTACATTTTTTCATTTC       |
|                        | CTGGAAATTTAAATTTAATTCTTTG        |
| <i>hda-1</i>           | ATGAACTCAAACGGCCCGTT             |
|                        | CTCTGTCTTCTGACGCTTTTCA           |
| <i>hmgs-1</i>          | ATGAGCTTGGGTCAATTGTCATAT         |
|                        | ATGATGAATTCCGTTCCCGTTTTG         |
| SATB2                  | ATGGAGCGGCGGAGCGAGAG             |
|                        | TCTCTGGTCAATTCGGCAGG             |

**Supplementary Table 2: Primer Sequences used for RT-qPCR**

|                 | <b>Primer Sequence (5' – 3')</b> |
|-----------------|----------------------------------|
| <i>rpl-32</i>   | AGGGAATTGATAACCGTGTCCGCA         |
|                 | TGTAGGACTGCATGAGGAGCATGT         |
| <i>hsp-6</i>    | GAGATAAGATCATCGCTGTC             |
|                 | TCAACTCCTTGCTCCTTCTT             |
| <i>hda-1</i>    | GCGTCCGGATTCTGTTACAC             |
|                 | CTTTCAGGTCTCCGGTTCCT             |
| <i>dve-1</i>    | AGCACCCACTCATCATCCAC             |
|                 | TTGCATCCATGTCGGGTGAG             |
| <i>cdr-4</i>    | CAACGGTGAGCATATTGCCG             |
|                 | CGCTCTTGTAGCGGATGAGA             |
| <i>pgp-1</i>    | TCGATTCACCACAGAACGCA             |
|                 | AGCCATTTGCCAACCGTAGA             |
| <i>nhr-115</i>  | TGCAAAACCGACGCAGAAAA             |
|                 | GCACAGCTGGGCAAACATAA             |
| <i>M04C3.2</i>  | GACGGAAAATCCGACGCAAC             |
|                 | ACTTCTTGGGAAACGGAGGG             |
| <i>dnj-10</i>   | GGGTGGAATGGGTGGCTTTA             |
|                 | ACCACCCTGAAGACGTTGAG             |
| <i>djr-1.2</i>  | GTGACCGGAGATGTGTTGGT             |
|                 | GTTTGCTACATCCGGGTCCA             |
| <i>cyp-33C8</i> | GGACGGCAGGCTTATCTACC             |
|                 | AGCGGCACAATATTCCACA              |
| <i>ipla-3</i>   | GTGGTAGCCGAGAAGGATCG             |
|                 | CGTTGGTGAGGGAAGAGAGG             |
| <i>hmgs-1</i>   | CACCAGTGACGGATGTTGGA             |

|                |                          |
|----------------|--------------------------|
|                | GTTGTCCGAGCAGAATCCCA     |
| <i>tars-1</i>  | AACGGAGCTGTGTGGGATTT     |
|                | GATTGTGCGGTTCTCATGCC     |
| <i>cua-1</i>   | CGCAGTGGAACCCCAAAAAG     |
|                | TACACACGAAGCACACGTCA     |
| <i>hsp-60</i>  | GAGAGAAGAAGGACCGTGTC     |
|                | GACTTCATCAATAATCGACGATGG |
| <i>pals-23</i> | AGGAAACGCTAAGCCAACCA     |
|                | AGTTCTGGAGGAACACGAGC     |
| <i>irg-6</i>   | AAACCCGCCTCAAGACCTTT     |
|                | GCCCGGATAAGCACACTGAA     |
| <i>mul-1</i>   | ATACACCTGTGGAACCTGCG     |
|                | ACGGTCTGGGAGGAGCTAAT     |
| <i>lys-2</i>   | TTCCTCCGTGGATTTGTTCCA    |
|                | CCAGTTGGCAGGGGAAGTAA     |
| ACTB           | GTCATCACCATTGGCAATGAG    |
|                | CGTCATACTCCTGCTTGCTG     |
| HSPD1          | CAGTCAAGGCTCCAGGGTTT     |
|                | TGGCATCGTCTTTGGTCACA     |
| ASNS           | ATCACTGTCGGGATGTACCC     |
|                | TGATAAAAGGCAGCCAATCC     |
| LONP1          | CAAGCAGACCCACCGTAAGT     |
|                | CAGCTCCTCGTCCACAACAT     |
| YME1L1         | CCCAGGGACTGGAAAGACAC     |
|                | GAGCATTGCGCTTTGCTTCC     |
| HSPA9          | TGGTGAGCGACTTGTTGGAAT    |
|                | ATTGGAGGCACGGACAATTTT    |

# Supplementary material for: Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity
**Source:** Nat Commun. 2020 Sep 15;11:4639. doi: 10.1038/s41467-020-18501-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Differentially expressed genes in *C. elegans*

File Name: Supplementary Data 2

Description: GO annotations of differentially expressed genes in *C. elegans*

File Name: Supplementary Data 3

Description: HDA-1 and DVE-1 ChIP peaks upregulated during mitochondrial stress

# Supplementary material for: Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity
**Source:** Nat Commun. 2020 Sep 15;11:4639. doi: 10.1038/s41467-020-18501-w
**Supplement:** Supplementary file 7 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

## Software and code

Policy information about [availability of computer code](#)

**Data collection** C. elegans total mRNA reads were generated by sequencing mRNA libraries through Illumina HiSeq 2500.  
C. elegans DVE-1 and HDA-1 ChIP reads were generated by sequencing ChIP libraries through illumina HiSeq X Ten.

**Data analysis** Graph Pad Prism 5.0 for statistics;  
ImageJ 1.45 for GFP fluorescence quantification;  
BWA (v0.7.13-r1126) for ChIP-seq reads mapping;  
Picard (v2.17.6) for removing PCR duplicates;  
MACS2 (v2.1.1) for peak calling;  
deep Tools (v2.4.2) for ChIP signal calculation;  
BEDTools (v2.27.1) for peak overlaps;  
HOMER (v4.10-0) for motif analysis;  
Bwtool (v1.0) for peak signal comparison between groups;  
TopHat2 (v2.1.1) for RNA-seq reads mapping;  
Cufflinks (v2.2.1) for gene expression level and differentially expressed genes analysis;  
DAVID (v6.8) for GO term enrichment analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

mRNA sequencing data has been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE141041.

ChIP sequencing data has been deposited in GEO database under accession code GSE141042.

Correlation analysis of gene expression levels in different human tissues was performed using data from <https://www.gtexportal.org/home/datasets>.

Correlation analysis of gene expression levels in different rhesus monkey tissues was performed using data from <http://rhesusbase.cbi.pku.edu.cn/download/download.jsp>.

Source data for the figures of immunoblotting, lifespan, survival assay, colony-forming units (CFU) quantification, mobility assay have been provided as Source Data files.

All other raw data supporting the findings of this study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>(1) For fluorescent imaging of worms, sample size was determined according to our pre-tests, &gt;200 worms per sample were sufficient for the experiments.</p> <p>(2) For immunoblotting experiments in worms, sample size was determined according to our pre-tests, &gt;300 worms per sample. For immunoblotting experiments in cells, about 1 million cells per sample. For immunoprecipitation experiments in worms, sample size was determined according to our pre-tests, about 30,000 worms per sample. For immunoprecipitation experiments in cells, cells in one 10cm dish with 90% confluence per sample.</p> <p>(3) For qPCR experiments and mRNA-seq sample preparations, about 1000 worms per sample were used to extract RNA. Sample size was determined according to the published literature (PMID:27400265) and our pre-tests. Sample size was controlled approximately before seeded to plates by counting worms in 3 microliters for 3 times. For RT-qPCR experiments in cells, one well of 12-well plate with about 90% cell confluence per sample. Sample size was determined according to our pre-tests.</p> <p>(4) For ChIP experiments in worms, 240,000 worms per sample. Sample size was determined according to our pre-tests.</p> <p>(5) For lifespan experiment, about 120 worms per experiment. Sample size is determined according to the published literature (PMID:21215371). For survival assay, about 50 worms per sample. Sample size is determined according to the published literature (PMID:24818940).</p> <p>(6) For mobility assay, about 30 worms per sample were randomly selected and tested under each condition. Sample size was measured under microscope.</p> <p>(7) For colony-forming units quantification, 30 worms per sample. Sample size is determined according to the published literature (PMID:18854822).</p> <p>(8) For expression correlation analyses, gene expression levels in indicated tissue were from GTEx or RhesusBase. All expression data of each gene among all samples were calculated.</p> |
| Data exclusions | For lifespan measurement, worms that crawled off the plate or underwent vulva blasting that cause irregular death were not included in the data. This exclusion criteria has been established and extensively used in the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | All statistical experiments were performed in at least two independent experiments with similar results. Micrographs and Immunoblotting images shown in the figures are representative of three independent experiments with similar results. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | For microscopy, lifespan experiment, survival assay, mobility assay and colony-forming units quantification, samples were randomly selected from culture plates before tests. For immunoblotting, immunoprecipitation, qPCR experiments, mRNA-seq experiments and ChIP experiments, samples under each treatment condition were collected as standard approaches. For expression correlation analyses, all expression levels in each sample were collected from GTEx or RhesusBase.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | For lifespan experiment, survival assay, mobility assay and colony-forming units quantification, data were collected blindly by technicians without information of the research purpose. For all imaging related experiments, data of different groups were collected and double-checked by the investigators. No blinding was used. For immunoblotting, immunoprecipitation, qPCR experiments, mRNA-seq experiments and ChIP experiments, no blinding was used during data collection. Because samples of different groups were fairly collected and generated simultaneously. For expression correlation analyses, no blinding was used during data collection. Because each expression data is labeled in GTEx or RhesusBase, and the investigators collected all the data belonging to each sample, making blinding not relevant to the study. For all experiments, data were analyzed by softwares or computer codes, the investigators were generally not blinded to group allocation.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

1. Mouse monoclonal anti-GFP antibody: Supplier/Sungene; Cat.No./KM8009; Clone name/9F6; Lot No./H0824.
2. Rat monoclonal anti-tubulin antibody: Supplier/Abcam; Cat. No./ab6161; Clone name/YOL1/34.
3. Rabbit polyclonal anti-FLAG antibody: Supplier/Sigma; Cat. No./F7425.
4. Mouse monoclonal anti-Myc antibody: Supplier/Cell Signaling Technology; Cat. No./2276; Clone name/9B11; Lot No./24.
5. Rabbit polyclonal anti-Acetylated-Lysine antibody: Supplier/Cell Signaling Technology; Cat. No./9441.
6. Rabbit polyclonal anti GFP antibody: Supplier/Abcam; Cat. No./ab290.
7. Mouse monoclonal anti-FLAG magnetic beads: Supplier/Sigma; Cat. No./M8823; Clone name/M2.
8. Mouse monoclonal anti-Myc magnetic beads: Supplier/Bimake; Cat. No./B26302; Clone name is not supplied by the supplier.
9. GFP-trap agarose (coupled with small recombinant alpaca antibody): Supplier/ChromoTek; Cat. No./gta-20; Clone name is not supplied by the supplier.

### Validation

- All antibodies used in this work were validated by the manufacturers and have been extensive used in the published studies.
1. Mouse monoclonal anti-GFP antibody: Western blot of *C. elegans* was validated. Citation [PMID]: 30642431.
  2. Rat monoclonal anti-tubulin antibody: Western blots of *C. elegans* and 293T cells were validated. Citation [PMID]: 30642431,17608927.
  3. Rabbit polyclonal anti-FLAG antibody: Western blots of *C. elegans* and 293T cells were validated. Citation [PMID]: 31645592, 28973854.
  4. Mouse monoclonal anti-Myc antibody: Western blot of 293T cells was validated. Citation [PMID]: 22410791.
  5. Rabbit polyclonal anti-Acetylated-Lysine antibody: Western blot of 293T cells was validated. Citation [PMID]: 32107550.
  6. Rabbit polyclonal anti GFP antibody: Immunoprecipitation of *C. elegans* was validated. Citation [PMID]: 29463707.
  7. Mouse monoclonal anti-FLAG magnetic beads: Immunoprecipitation of *C. elegans* was validated. Citation [PMID]: 32350248.
  8. Mouse monoclonal anti-Myc magnetic beads: Immunoprecipitation of 293T cells was validated. Citation [PMID]: 31091447.
  9. GFP-trap agarose (coupled with small recombinant alpaca antibody): ChIP of *C. elegans* was validated. Citation [PMID]: 29033363.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

HEK293T cells and HeLa cells were purchased from ATCC.

#### Authentication

Cell lines served in this study were not authenticated right before usage.

#### Mycoplasma contamination

Cell lines were validated to be free of mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

### Policy information about studies involving animals; ARRIVE guidelines recommended for reporting animal research

#### Laboratory animals

SJ4100(zcls13[hsp-6::gfp]), SJ4058(zcls9[hsp-60p::gfp]), CL2070(dvls70[hsp-16.2::gfp]), SJ4005(zcls4[hsp-4p::gfp]), CB5535(hda-1(e1795)), SJ4197(zcls39[dve-1p::dve-1::gfp]), AU133(agls17[irg-1p::gfp]), AM140(rmls132 [unc-54p::Q35::yfp]), SS104(glp-4(bn2)) and N2 wild-type *C. elegans* were obtained from the Caenorhabditis Genetics Center (CGC).

The following strains were generated in our lab: YSL1(liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]), YSL2(liuls2[hda-1p::hda-1::gfp; odr-1p::dsRed]), YSL3(liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]; zcls39[dve-1p::dve-1::gfp]), YSL4(zcls39[dve-1p::dve-1::gfp]; liuEx1[hda-1p::hda-1::mCherry; odr-1p::dsRed]), YSL5(liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]; zcls13[hsp-6p::gfp]), YSL6(glp-4(bn2); liuls2[hda-1p::hda-1::gfp; odr-1p::dsRed]), YSL7(glp-4(bn2); zcls39[dve-1p::dve-1::gfp]), YSL8(glp-4(bn2); rmls132 [unc-54p::Q35::yfp]), YSL9(glp-4(bn2); liuls1[hda-1p::hda-1::flag; odr-1p::dsRed]; rmls132 [unc-54p::Q35::yfp]), YSL10(glp-4(bn2);

zcls39[dve-1p::dve-1::gfp]; rmls132 [unc-54p::Q35::yfp] and YSL11[glp-4(bn2); liuEx2[gly-19p::hmgs-1::flag; mec-7p::rfp]). All hermaphrodites were tested at late L4 or adulthood stage.

Wild animals

This study did not involve wild animals.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

No ethical approval or guidance was required because we only did research on *Caenorhabditis elegans* and regular cultured cells.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE141042>

Files in database submission

HDA-1\_input (L4440) rep1  
HDA-1\_input (L4440) rep2  
HDA-1\_input (L4440+atp-2) rep1  
HDA-1\_input (L4440+atp-2) rep2  
HDA-1\_ChIP (L4440) rep1  
HDA-1\_ChIP (L4440) rep2  
HDA-1\_CHIP (L4440+atp-2) rep1  
HDA-1\_CHIP (L4440+atp-2) rep2  
DVE-1\_input (L4440) rep1  
DVE-1\_input (L4440) rep2  
DVE-1\_input (L4440+atp-2) rep1  
DVE-1\_input (L4440+atp-2) rep2  
DVE-1\_ChIP (L4440) rep1  
DVE-1\_ChIP (L4440) rep2  
DVE-1\_CHIP (L4440+atp-2) rep1  
DVE-1\_CHIP (L4440+atp-2) rep2  
GSE141042\_DG-L.repOverlap.finalPeak.bed.gz  
GSE141042\_DG-LA.repOverlap.finalPeak.bed.gz  
GSE141042\_HG-L.repOverlap.finalPeak.bed.gz  
GSE141042\_HG-LA.repOverlap.finalPeak.bed.gz  
DVE-1\_input (hda-1) rep1  
DVE-1\_input (hda-1) rep2  
DVE-1\_input (hda-1+atp-2) rep1  
DVE-1\_input (hda-1+atp-2) rep2  
DVE-1\_ChIP (hda-1) rep1  
DVE-1\_ChIP (hda-1) rep2  
DVE-1\_ChIP (hda-1+atp-2) rep1  
DVE-1\_ChIP (hda-1+atp-2) rep2  
HDA-1\_input (dve-1) rep1  
HDA-1\_input (dve-1) rep2  
HDA-1\_input (dve-1) rep3  
HDA-1\_input (dve-1+atp-2) rep1  
HDA-1\_input (dve-1+atp-2) rep2  
HDA-1\_input (dve-1+atp-2) rep3  
HDA-1\_ChIP (dve-1) rep1  
HDA-1\_ChIP (dve-1) rep2  
HDA-1\_ChIP (dve-1) rep3  
HDA-1\_ChIP (dve-1+atp-2) rep1  
HDA-1\_ChIP (dve-1+atp-2) rep2  
HDA-1\_ChIP (dve-1+atp-2) rep3  
HG-D.repOverlap.finalPeak.bed3  
HG-DA.repOverlap.finalPeak.bed3  
DG-H.repOverlap.finalPeak.bed3  
DG-HA.repOverlap.finalPeak.bed3

Genome browser session  
(e.g. [UCSC](#))

No longer applicable.

### Methodology

Replicates

ChIP-seq was performed by at least two independent biological replicates.

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | >13M 150 bp paired-end reads for each sample; ~80% uniquely mapped reads.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Antibodies              | Anti-GFP agarose (GFP-trap agarose). Supplier/ChromoTek; Cat No./gta-20; Clone Name/ NO, it consists of a GFP Nanobody/ VHH coupled to agarose beads.; Lot No./NO. GFP-ChIP experiments were performed in a long range time, so several Lots of GFP-trap agarose were used, but the experiments results are robust.                                                                                                                                                                                                                                                                                                                                                          |
| Peak calling parameters | Reads were mapped to the C. elegans genome (ce11) using BWA(v0.7.13-r1126) with default parameters. MACS2 (v2.1.1) was used to obtain peak regions with following parameter: -g ce -f BAMPE --broad --SPMR.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data quality            | Adaptor sequences were filtered out of reads using an in-house script, then Trim Galore was used to do the quality control with the following parameters: -q 20 --fastqc --illumina --stringency 6 -e 0 --length 50 --trim-n --paired. Processed reads were mapped to the C. elegans genome (ce11) using BWA (v0.7.13-r1126) with default parameters. Only uniquely mapping reads that were properly paired with mapping quality !20 and mismatches <8 were retained. PCR duplicates were removed by Picard-2.17.6 MarkDuplicates command. Qvalue cutoff for narrow/strong and broad/weak regions are 0.05 and 0.01 in peak calling process using MACS2 (v2.1.1) broad mode. |
| Software                | BWA (v0.7.13-r1126) for ChIP-seq reads mapping;<br>Picard (v2.17.6) for removing PCR duplicates;<br>MACS2 (v2.1.1) for peak calling;<br>deepTools (v2.4.2) for ChIP signal calculation;<br>BEDTools (v2.27.1) for peak overlaps;<br>HOMER (v4.10-0) for motif analysis;<br>Bwtool (v1.0) for peak signal comparison between groups;                                                                                                                                                                                                                                                                                                                                          |

# Supplementary material for: Histone deacetylase HDA-1 modulates mitochondrial stress response and longevity
**Source:** Nat Commun. 2020 Sep 15;11:4639. doi: 10.1038/s41467-020-18501-w

Blots, as shown below, some were cut into slices before incubation with primary antibodies. The Precision Plus Protein™ Dual Color Standards, Cat#161-0374, from BioRad was used as the protein marker.

Fig.1b

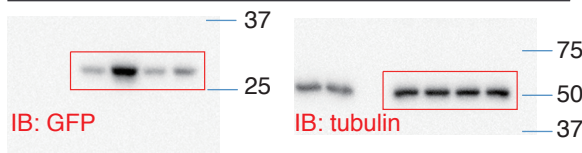

Fig.2a

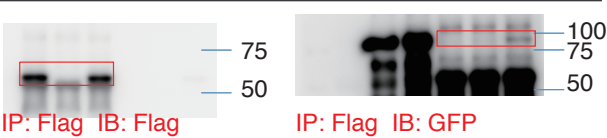

Fig.5b

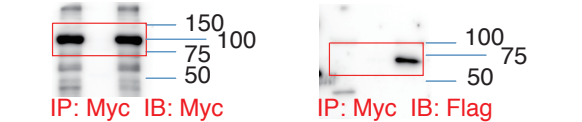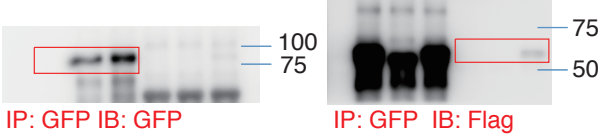

Supplementary Fig.1a

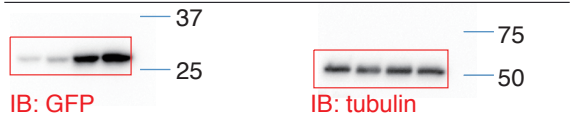

Supplementary Fig.1b

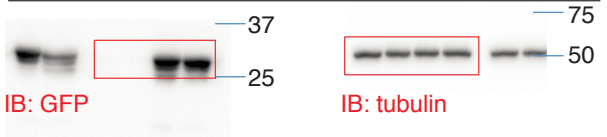

Supplementary Fig.1d

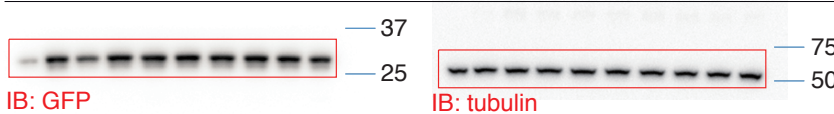

Supplementary Fig.1f

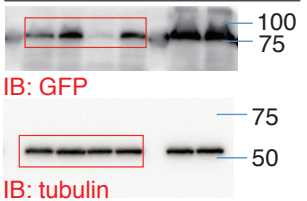

Supplementary Fig.1h

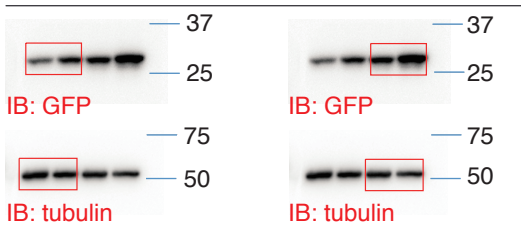

Supplementary Fig.2a

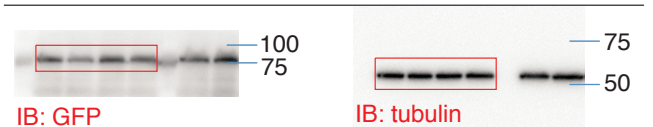

Supplementary Fig.4a

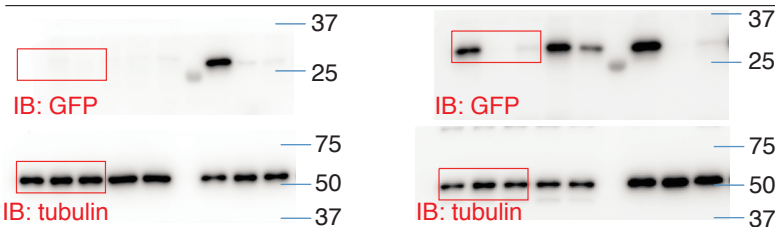

Supplementary Fig. 7a

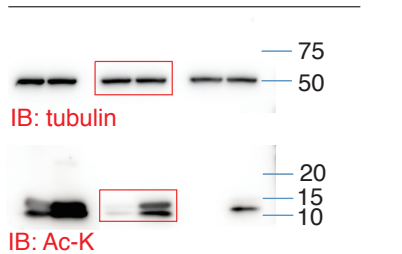

**Supplement:** Supplementary file 8 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

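Chromatin immunoprecipitation and sequencing of HDA-1-GFP and DVE-1-GFP from *C. elegans* gave 18 ChIP and 18 input samples in 8 conditions. The authors trimmed the reads, mapped them to ce11 with BWA, kept unique and properly paired reads, removed duplicates with Picard and called broad peaks with MACS2. They deposited 1 list of peak positions per condition, and the start and end of each peak are the only values in it. The deposited lists hold no score, signal or count of reads. The text of the methods does not describe how the samples of a condition were combined into its list. The authors' names for the lists contain the term repOverlap, so replicates may have been overlapped, by a rule that is not given. What a listed peak required in conditions with 2 and with 3 samples is therefore not known. The coordinates lie within the 6 nuclear chromosomes of WBcel235, which is the same assembly as ce11, and are given here counted from 1.

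From the lists, overlaps of at least 1 bp were counted with each peak counted once. The 112 overlap counts between lists were checked against bedtools 2.31.1 and all 112 were equal. Shares carry 95% Wilson intervals. The random expectation came from 10000 placements of each peak on its own chromosome, and alternatives from 1000 draws. Shares were compared by two-sided Fisher's exact tests between lists and by two-sided exact McNemar tests over the same peaks. The Fisher's exact tests between lists took no account of loci that both lists hold. Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and the plot matplotlib 3.10.9. The 5′ ends of genes came from the Ensembl annotation of WBcel235, and the gene lists from Supplementary Data 1. Of the 805 genes induced by *atp-2* RNAi there, 799 had a position on a nuclear chromosome. The background for the *hda-1*- and *dve-1*-dependent genes was the other induced genes. Of the peaks in Supplementary Data 3, the HDA-1 sheet was used except for the 1 peak that the authors left out. The DVE-1 sheet was not used here.

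HOMER was not used. In its place, 4 words read from the logos of Fig. 2g and all 8-mers were counted in peaks and in regions of the same width and chromosome with a GC content within 2 percentage points. Of whole peaks, at most 2 of a list had no such region and were left out, and of the central 200 bp of peaks at most 4. With flanking regions as background, between 172 and 598 peaks of a list had none. The code was tested on simulated data. It found 100% of the planted shared peaks among 1200 peaks and called 0 of the others shared. For 40 pairs of independent lists the observed number over the expected one averaged 0.995, and 3 of the 40 pairs had a p under 0.05. All 20 of 20 planted 8-mers were found, while 9 of the 100 most enriched 8-mers in that step shared fewer than 7 bases in a row with a planted one.

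Samples were grouped by the labels, which the paper's description of the conditions matched. Depth per sample cannot be read from peak positions, so no value was weighted by depth and no difference in depth between conditions was corrected. With 1 list per condition there was no measure of spread between samples. The rule for named genes was fixed before the data were examined. It took 25 worm genes from among the paper's RNAi targets, tagged proteins, reporters and qPCR targets, and *odr-1*, whose promoter drives a strain marker. The other HDAC genes and *eat-2*, which the paper's results also name, were not among the 25. The rule also took the 3 widest gained peaks of each protein. Other genes are said to be chosen after their values were seen. Alternatives changed the overlap required, the width of peaks, the length of lists, the random expectation, the distance to the 5′ end, the background genes and the background sequence. RNA-seq, qPCR and imaging results were not analysed here.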

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

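The tests in this part were chosen after the peak numbers had been seen, except the count of gained DVE-1 peaks under *hda-1* RNAi, which was part of a comparison set earlier and was read as a test of an explanation only once its result was known.

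The number of HDA-1 peaks moved in opposite directions with *atp-2* RNAi. Under control RNAi it fell by 160, from 6794 to 6634, and under *dve-1* RNAi it rose by 1350, from 8512 to 9862. With 1 list per condition, the difference between both changes was not tested. HDA-1 peaks under *dve-1* RNAi were also more numerous and narrower than under control RNAi, although the paper reports less HDA-1 protein after *dve-1* RNAi (Fig. 2b). They covered less sequence, however, with 10880203 bp against 13830387 bp under control RNAi. Fewer protein-coding genes had an HDA-1 peak at the 5′ end, with 5554 against 6343. Without *atp-2* RNAi, only the number of peaks thus ran against the lower protein level. With *atp-2* RNAi, which Fig. 2b does not include, *dve-1* RNAi hardly changed the covered sequence, with 12515423 bp against 12537091 bp. More protein-coding genes then had an HDA-1 peak at the 5′ end under *dve-1* RNAi, with 6356 against 6242. Of the HDA-1 peaks under *dve-1* RNAi, 1619 (19.0%) lay on no HDA-1 peak of either list under control RNAi. The paper shows the HDA-1 signal under *dve-1* RNAi over the peaks raised by *atp-2* RNAi and does not discuss these. Their median width was 417 bp, against 845 bp for the others. Of these 1619 peaks, 1307 were listed again under *dve-1* with *atp-2* RNAi, and 528 lay on a DVE-1 peak of any list.

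Splitting of wide peaks may explain part of the longer list, since it adds 1196 peaks. That number leaves out losses, as 1231 HDA-1 peaks under control RNAi had no counterpart under *dve-1* RNAi. The 1619 peaks outside the lists under control RNAi cannot come from splitting. A candidate explanation that the values allow is shorter sequenced fragments, because the narrowest peak was 197 bp under *dve-1* RNAi and 189 bp under *dve-1* with *atp-2* RNAi, and at least 256 bp in the other 6 lists. That reading rests on the peak caller setting the smallest width from the fragments, which the lists do not show. The *dve-1* RNAi libraries were also separate from the others and had 3 samples per condition in place of 2, so the median width of 733 bp and the length of the list cannot be told apart from a difference between sets of libraries. A change in HDA-1 binding without DVE-1 stays open and was not tested.

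Of the DVE-1 peaks gained with *atp-2* RNAi, 66.2% were already listed under *hda-1* RNAi without *atp-2* RNAi, a comparison that the paper makes only as mean signal (Fig. 2i). The DVE-1 list under control RNAi is the shortest of the 8, with 4279 peaks. One candidate explanation is that this list is incomplete, so that part of the gained peaks were present but not called. Another is that *hda-1* RNAi itself adds DVE-1 peaks. The 66.2% cannot be told apart between these, because no other DVE-1 list without *atp-2* RNAi and with HDA-1 present was analysed here.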

How the results depend on the processing

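The alternatives were set before the data were examined, except the count of overlapping pairs. A comparison added later is named where it is given. The stated cause of a change is the alternative's own construction where one is given, and otherwise the cause was not tested. No paired analysis was possible because each condition has 1 list for all its samples. The replicate numbers that conditions share therefore appear in no value. For the same reason no sample was left out in turn, and the effect of sequencing depth was not examined.

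The shares of shared peaks moved beyond their intervals with each overlap rule. In the order HDA-1 under control RNAi, DVE-1 under control RNAi, HDA-1 under *atp-2* RNAi and DVE-1 under *atp-2* RNAi, they were 46.6%, 87.2%, 77.1% and 77.7% when at least 50% of the peak had to be covered. With at least 50% of both peaks they were 39.6%, 62.9%, 64.9% and 66.4%, and with the midpoint inside a peak 48.9%, 87.4%, 77.3% and 77.9%. Among the peaks of each list at or above its median width they were 53.5%, 87.6%, 76.3% and 78.6%. With each overlapping pair counted, chosen after seeing the data, they were 60.5%, 96.0%, 86.1% and 88.1%. The fall in shared DVE-1 peaks with *atp-2* RNAi became a rise with at least 50% of both peaks and kept its direction under the other rules. The rise in shared HDA-1 peaks with *atp-2* RNAi kept its direction and stayed below a p of 0.05 under these 5 rules. It was reversed, at -1.32 points, when the DVE-1 list under *atp-2* RNAi was reduced at random to the length of the control list (Fisher's exact test, p = 0.126), and fell to 2.97 points with its widest peaks. A shorter list has fewer peaks to overlap, and both values rest on that. In a comparison added after the data were seen, the HDA-1 list under control RNAi set against lists reduced in the same way had a share -4.99 points from that with the real control list.

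The overlap over random expectation stayed above 1 with each of the 3 ways of placing peaks, in both conditions. None of these ways sets apart regions that any ChIP through GFP might list, so a ratio above 1 is not specific to both proteins. The shares of upregulated and gained peaks listed with the first RNAi and *atp-2* RNAi stayed above those without *atp-2* RNAi under each alternative run, with an exact McNemar p under 0.05. For lists reduced at random, that p came from numbers averaged over the draws and not from observed peaks. The separate cuts also changed those numbers. Peaks of Supplementary Data 3 listed only without *atp-2* RNAi rose from 15 to 176. Only the direction of the shares is therefore read from the reduced lists. Among the *hda-1*-dependent genes, the excess of HDA-1 peaks at the 5′ end over other induced genes was no longer significant by Fisher's exact test with peaks under control RNAi (54.5%, p = 0.299), with peaks of either condition (63.4%, p = 0.0598) and within 1000 bp (64.2%, p = 0.0697). Over the same genes it was significant under the other 3 alternatives (Fisher's exact test, p between 2.17e-05 and 0.0428). Against all other protein-coding genes, a different comparison, the exact p was 1.14e-24. The excess of DVE-1 peaks at *dve-1*-dependent genes stayed significant under all of these alternatives.

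Each of the 16 pairs of a motif word and a list stayed enriched with central parts of peaks and with flanking regions. The number of shared 8-mers under control RNAi and *atp-2* RNAi was 26 and 22 among the 50 most enriched, where fewer were compared, 15 and 19 in the central 200 bp of peaks, and 0 and 0 in peaks of one list only.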

Differences from the paper's values

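No value that the paper states in its text differed from the present one by more than 1.5 times. The paper's shared HDA-1 peaks are 4109 under control RNAi and 5711 under *atp-2* RNAi, against 3854 and 5503 here with each peak counted once. When each overlapping pair of peaks was counted, a setting chosen after seeing the values, the numbers were 4109 and 5711, and the shares 60.5% and 86.1%. None of the alternatives set before the data were examined gave these numbers. At the 5′ ends of genes, the paper's 169 and 175 genes compare with 170 and 178 here.

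The paper states that HDA-1 and DVE-1 share more binding motifs after mitochondrial perturbation. Among the 100 most enriched 8-mers of each, 46 were common under control RNAi and 48 under *atp-2* RNAi (Fisher's exact test, p = 0.887). Without the limit to the most enriched, more 8-mers were common under *atp-2* RNAi in whole peaks (2692 against 2501) and in the central 200 bp (454 against 216). This is the paper's direction. In peaks of one list only the numbers were 3 against 6. The DVE-1 lists of such peaks had only 46 and 8 enriched 8-mers in the same order, so these small numbers do not decide the direction. Among the 100 most enriched in the central 200 bp the numbers were 19 and 15, and among the 50 most enriched in whole peaks they were 22 and 26. The words of the logos that Fig. 2g shows in one condition were enriched in both conditions for both proteins.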

Other observations

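The tests on the exchange of lists and on the flank of *atp-2* were chosen after the result had been seen. The reduction of the DVE-1 list was among the alternatives set earlier, but it was read as a test of an explanation only once its result was known. That result was at first read in favour of the length of the list, and the comparison with the HDA-1 list under control RNAi and the rule by which the test decides nothing were chosen with the values known. The tests on other uncovered genes, on peaks lost with *hda-1* RNAi and on induced genes were set before their results.

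The larger share of HDA-1 peaks shared with DVE-1 under *atp-2* RNAi follows the DVE-1 list more than the HDA-1 list. Exchange of the HDA-1 list gave 2.63 points of the 26.2 with the DVE-1 list under control RNAi kept and 5.85 with that under *atp-2* RNAi kept, which argues against a change in the HDA-1 peaks as the main source. Exchange of the DVE-1 list gave 20.4 and 23.6 points in the same order of kept HDA-1 lists. How far the length of the DVE-1 list accounts for the rise stays open. The rise became -1.32 points once that list was reduced at random to the control length, but that value does not decide it, because the reduced lists also lowered the share where the HDA-1 list stayed the same. Against lists reduced in the same way, the unchanged HDA-1 list under control RNAi gave 51.7%, which is -4.99 points from its share with the real control list of that length, and the HDA-1 list under *atp-2* RNAi gave 55.4%. The widest DVE-1 peaks, as many as in the control list, left a rise of 2.97 points. Set against the DVE-1 list under *hda-1* RNAi without *atp-2* RNAi, the HDA-1 list under control RNAi had a share of 74.4%. The HDA-1 list under *atp-2* RNAi had 78.5%. With the DVE-1 list under control RNAi these shares were 56.7% and 59.4%, so a large part of the rise appeared without *atp-2* RNAi. That DVE-1 list is also long, with 6962 peaks, and *hda-1* RNAi may itself add peaks. The length of the list and a change in which loci DVE-1 occupies therefore cannot be told apart, and a longer DVE-1 list can itself be an effect of mitochondrial stress.

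Peaks over the RNAi target *atp-2* (III:5228417 to 5230536, plus strand) were lost where *atp-2* RNAi was given. The gene was wholly covered in the HDA-1 lists under control RNAi and *dve-1* RNAi and in the DVE-1 list under control RNAi, and over 111 of its 2120 bp or not at all in the 4 lists with *atp-2* RNAi. The DVE-1 list under *hda-1* RNAi, without *atp-2* RNAi, also left it uncovered. Of the 655 genes covered by at least 50% in those 3 lists, only 1 other was covered by less than 10% in the 3 lists that add *atp-2* RNAi. This argues against a general loss of peaks over genes. That gene, named after its values were seen, is *nex-1* (III:5225621 to 5226804, plus strand), which lies upstream of *atp-2*. Plasmid DNA from the RNAi bacteria in the input could hide a peak over the gene. In the 5000 bp upstream of it, the HDA-1 peaks covered 5000 bp under control RNAi and 382 bp with *atp-2* RNAi, but the part of the locus that the RNAi clone holds was not known here, so plasmid DNA cannot be told apart from silencing of the locus. Loss of HDA-1 and DVE-1 at a locus targeted by RNAi is a hypothesis.

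A DVE-1 peak upstream of *hda-1* (V:14524194 to 14524693) was listed under control RNAi and under *atp-2* RNAi and in neither list under *hda-1* RNAi. Of the 4087 DVE-1 peaks under control RNAi that were also listed with *atp-2* RNAi, 72 (1.76%) were absent from both lists under *hda-1* RNAi, so the loss is not a common one. At *dve-1* (X:427035 to 433812, minus strand), the HDA-1 peak under control RNAi ran from 431810 to 437462 and so covered the 5′ part of the gene, and under *dve-1* RNAi it ran from 434409 to 434977, outside the gene. No peak was listed in *hda-1* or its 2000 bp upstream in the HDA-1 lists, nor in *dve-1* in the DVE-1 lists. The worms used for each ChIP carry transgene copies of the tagged gene with its own promoter. Such copies can give reads at that gene, so the lists do not show whether either protein binds its own gene. No biological explanation was tested.

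Genes induced by *atp-2* RNAi had gained peaks at the 5′ end more often than other protein-coding genes. For HDA-1 it was 40 of 789 against 314 of 19184, an odds ratio of 3.21 (two-sided Fisher's exact test, p = 2.45e-09, adjusted p = 2.45e-09 over 4 tests). For DVE-1 it was 171 against 1871, an odds ratio of 2.56 (Fisher's exact test, adjusted p = 6.62e-22). Peaks already present under control RNAi gave odds ratios of 2.57 for HDA-1 and 2.42 for DVE-1, and their intervals overlapped those of the gained peaks. A gain of binding at induced genes may therefore be no more than their larger share of peaks of any kind, and these cannot be told apart here.

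On chromosome X, which makes up 17.7% of the sequence, lay 21.8% of the HDA-1 peaks under control RNAi, 20.2% under *atp-2* RNAi, 24.4% under *dve-1* RNAi and 23.9% under *dve-1* with *atp-2* RNAi. The reporter gene *irg-1* (V:3523587 to 3524679) had a peak at its 5′ end in both the HDA-1 and the DVE-1 list under *atp-2* RNAi and in neither under control RNAi. Both DVE-1 lists under *hda-1* RNAi had a peak there too, also without *atp-2* RNAi (V:3523241 to 3523664), and neither HDA-1 list under *dve-1* RNAi had one.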
